# The endonuclease Cue2 cleaves mRNAs at stalled ribosomes during No Go Decay

**DOI:** 10.7554/eLife.49117

**Published:** 2019-06-20

**Authors:** Karole N D'Orazio, Colin Chih-Chien Wu, Niladri Sinha, Raphael Loll-Krippleber, Grant W Brown, Rachel Green

**Keywords:** No Go Decay, endonuclease, mRNA, ubiquitin, *S. cerevisiae*

## Abstract

Translation of problematic sequences in mRNAs leads to ribosome collisions that trigger a series of quality control events including ribosome rescue, degradation of the stalled nascent polypeptide, and targeting of the mRNA for decay (No Go Decay or NGD). Using a reverse genetic screen in yeast, we identify Cue2 as the conserved endonuclease that is recruited to stalled ribosomes to promote NGD. Ribosome profiling and biochemistry provide strong evidence that Cue2 cleaves mRNA within the A site of the colliding ribosome. We demonstrate that NGD primarily proceeds via Xrn1-mediated exonucleolytic decay and Cue2-mediated endonucleolytic decay normally constitutes a secondary decay pathway. Finally, we show that the Cue2-dependent pathway becomes a major contributor to NGD in cells depleted of factors required for the resolution of stalled ribosome complexes. Together these results provide insights into how multiple decay processes converge to process problematic mRNAs in eukaryotic cells.​

## Introduction

Translation is a highly regulated process in which ribosomes must initiate, elongate, and terminate accurately and efficiently to maintain optimal protein levels. Disruptions in the open-reading frames (ORFs) of mRNAs cause ribosome stalling events, which trigger downstream quality control pathways that carry out ribosome rescue, nascent peptide degradation (via the Ribosome-mediated Quality control Complex or RQC) and mRNA decay (No Go Decay or NGD) (Brandman and Hegde, 2016; Simms et al., 2017a). Recent work in eukaryotes has revealed that ribosome collisions on problematic mRNAs create a unique interface on the aligned 40S subunits that serves as a substrate for E3 ubiquitin ligases, such as Hel2 and Not4, and the RQC-trigger (RQT) complex, comprised of factors Slh1, Cue2 and Rqt4; together these factors are thought to trigger downstream quality control (Ferrin and Subramaniam, 2017; Garzia et al., 2017; Ikeuchi et al., 2019; Juszkiewicz et al., 2018; Juszkiewicz and Hegde, 2017; Matsuo et al., 2017; Simms et al., 2017b; Sundaramoorthy et al., 2017). A failure to process such colliding ribosomes and their associated proteotoxic nascent peptide products results in broad cellular distress, made evident by the strong conservation of these pathways (Balchin et al., 2016).

Previous genetic screens and biochemistry have identified key factors involved in the recognition of stalling or colliding ribosomes and in targeting the nascent polypeptide to the RQC (Brandman et al., 2012; Kuroha et al., 2010; Letzring et al., 2013). As these earliest screens focused on the identification of factors that stabilized reporter protein expression, factors involved in regulating mRNA decay by NGD remain largely unknown. The hallmark of NGD (Frischmeyer et al., 2002; van Hoof et al., 2002) is the presence of endonucleolytic cleavage events upstream of the ribosome stalling sequence as first detected by northern analysis (Doma and Parker, 2006) and more recently by high-resolution ribosome profiling or sequencing approaches (Arribere and Fire, 2018; Guydosh et al., 2017; Guydosh and Green, 2017; Simms et al., 2017b). Importantly, these mRNA cut sites depend on ribosome collisions and the consequent polyubiquitination of the 40S subunit by the yeast protein Hel2 (Ikeuchi et al., 2019; Simms et al., 2017b). Multiple studies in the field collectively position NGD cleavage events within the vicinity of colliding ribosomes (Arribere and Fire, 2018; Guydosh and Green, 2017; Guydosh et al., 2017; Ibrahim et al., 2018; Ikeuchi and Inada, 2016; Ikeuchi et al., 2019; Simms et al., 2018; Simms et al., 2017b).

Interestingly, an endonuclease has been implicated in a related mRNA decay pathway, Nonsense Mediated Decay (NMD), in metazoans. During NMD, the ribosome translates to a premature stop codon (PTC), where an initial endonucleolytic cleavage event is carried out by a critical PIN-domain containing endonuclease, SMG6 (Glavan et al., 2006); sequencing experiments suggest that SMG6 cleavage occurs in the A site of PTC-stalled ribosomes (Arribere and Fire, 2018; Lykke-Andersen et al., 2014; Schmidt et al., 2015). In *C. elegans*, there is evidence that the initial SMG6-mediated endonucleolytic cleavage leads to iterated cleavages upstream of the PTC similar to those characterized for the NGD pathway in yeast (Arribere and Fire, 2018). The idea that the various decay pathways may act synergistically is intriguing. Homologs of SMG6 (NMD4/EBS1 in yeast) (Dehecq et al., 2018) and other PIN domain-containing proteins, as well as other endonuclease folds, exist throughout Eukarya and anecdotally have been evaluated by the field as potential candidates for functioning in NGD, although there are no reports to indicate that any function in this capacity. The identity of the endonuclease responsible for cleavage in NGD remains unknown.

The presumed utility of endonucleolytic cleavage of a problematic mRNA is to provide access to the mRNA for the canonical exonucleolytic decay machinery that broadly regulates mRNA levels in the cell. In yeast, Xrn1 is the canonical 5’ to 3’ exonuclease which, after decapping of the mRNA, degrades mRNA from the 5’ end; importantly, Xrn1 normally functions co-translationally such that signals from elongating ribosomes might be relevant to its recruitment (Hu et al., 2009; Pelechano et al., 2015; Tesina et al., 2019). Additionally, the exosome is the 3’ to 5’ exonuclease which, after deadenylation, degrades mRNAs from the 3’ end and is recruited by the SKI auxiliary complex consisting of Ski2/Ski3/Ski8 and Ski7 (Halbach et al., 2013). While Xrn1-mediated degradation is thought to be the dominant pathway for most general decay in yeast (Anderson and Parker, 1998), the exosome has been implicated as critical for many degradation events in the cell including those targeting prematurely polyadenylated mRNAs (these mRNAs are usually referred to as Non-Stop Decay (NSD) targets) (Frischmeyer et al., 2002; Tsuboi et al., 2012; van Hoof et al., 2002). In metazoans, it is less clear what the relative contributions of Xrn1 and the exosome are to the degradation of normal cellular mRNAs. How the endonucleolytic and canonical exonucleolytic decay pathways coordinate their actions on problematic mRNAs remains unknown.

Here, we present a reverse genetic screen in *S. cerevisiae* that identifies Cue2 as the primary endonuclease in NGD. Using ribosome profiling and biochemical assays, we show that Cue2 cleaves mRNAs in the A site of collided ribosomes, and that ribosomes which accumulate at these cleaved sites are rescued by the known ribosome rescue factor Dom34 (Guydosh and Green, 2014; Shoemaker et al., 2010). We further show that stall-dependent endonucleolytic cleavage represents a relatively minor pathway contributing to the decay of the problematic mRNA reporter used here, while exonucleolytic processing by canonical decay machinery, in particular Xrn1, plays the primary role. Cue2-mediated endonucleolytic cleavage activity is substantially increased in genetic backgrounds lacking the factor Slh1, a known component of the RQT complex (Matsuo et al., 2017), suggesting that the relative contribution of this pathway could increase in different environmental conditions. Our final model provides key insights into what happens in cells upon recognition of stalled ribosomes on problematic mRNAs, and reconciles how both endo- and exonucleolytic decay act synergistically to resolve these dead-end translation intermediates.

## Results

### Screening for factors involved in NGD

To identify factors that impact the degradation of mRNAs targeted by NGD, we developed a construct that directly reports on mRNA levels. Previous genetic screens in yeast (Brandman et al., 2012; Kuroha et al., 2010; Letzring et al., 2013) were based on reporters containing a stalling motif in an (ORF). As a result, these screens primarily revealed machinery involved in recognition of stalled ribosomes and in degradation of the nascent polypeptide, but missed factors involved in mRNA decay. In our reporters (*GFP-2A-FLAG-HIS3*), the protein output for the screen (GFP) is decoupled from the stalling motif positioned within *HIS3* by a 2A self-cleaving peptide sequence (Di Santo et al., 2016; Sharma et al., 2012) (Figure 1A). Because GFP is released before the ribosome encounters the stalling sequence within the *HIS3* ORF, its abundance directly reflects the reporter mRNA levels and translation efficiency, independent of the downstream consequences of nascent peptide degradation. These reporters utilize a bidirectional galactose inducible promoter such that an *RFP* transcript is produced from the opposite strand and functions as an internal-control for measurement of general protein synthesis.

**Figure 1.**
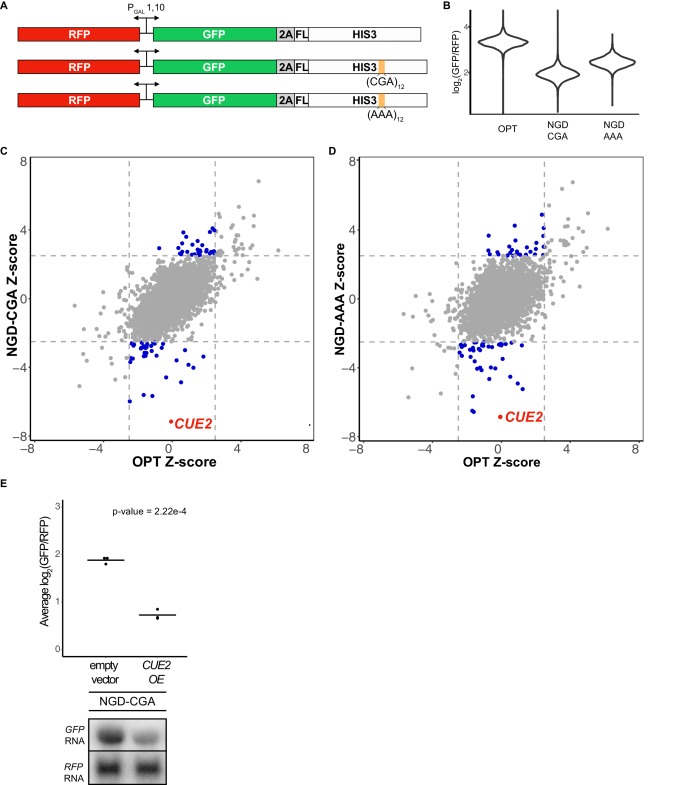
Yeast overexpression screens identify a novel factor involved in NGD. (**A**) Schematic of reporters used in genetic screens. Top is 'OPT'; middle is 'NGD-CGA'; bottom is 'NGD-AAA'. (**B**) Normalized reporter GFP levels. Violin plots show flow cytometry data from >4000 WT cells containing the indicated reporter. (**C–D**) Plots of Z-scores from overexpression screens comparing the NGD-CGA and NGD-AAA reporters to OPT. Z-scores reflecting the significance of log_2_(GFP/RFP) values from each strain are plotted against each other for the two reporters. Dashed lines represent cutoffs at a Z-score greater than 2.5 or less than −2.5 for each reporter. Blue dots represent overexpression strains that have a Z-score value outside the cut-off for the NGD reporters, but not the OPT. Red dots identify the *CUE2* overexpression strain. (**E**) Validation data for overexpression screen candidate *CUE2*. Top, three averages from individual flow cytometry experiments are plotted for the NGD-CGA reporter strain without *CUE2* overexpression (left), and with *CUE2* overexpression (right). Bottom, northern blots of steady state mRNA levels for the same strains. See Figure 1—figure supplement 1. 10.7554/eLife.49117.004Figure 1—source data 1.Overexpression screen results.

**Figure 1—figure supplement 1.**
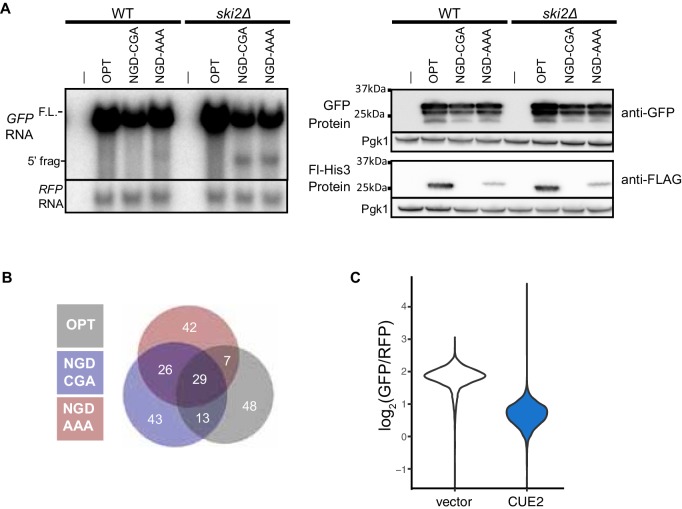
Validation of NGD reporters and screen results. (**A**) Northern (left) and western blot (right) data for the indicated strains and reporters. (**B**) Venn diagram of top outliers from the overexpression screen. (**C**) Raw flow cytometry data from >4000 cells from empty vector and *CUE2* overexpression strains. This data is from one replicate of the triplicates in Figure 1E.

The screen utilized two different NGD constructs with stalling motifs inserted into the *HIS3* gene: the first contains 12 CGA codons (NGD-CGA) which are decoded slowly (Kuroha et al., 2010; Letzring et al., 2010) by the low-copy ICG-tRNA^Arg^ and the second contains 12 AAA codons (NGD-AAA) that mimic the polyA tail and are known to trigger ribosome stalling and mRNA quality control in both yeast and mammalian systems (Arthur et al., 2015; Frischmeyer et al., 2002; Garzia et al., 2017; Guydosh and Green, 2017; Ito-Harashima et al., 2007; Juszkiewicz and Hegde, 2017; Sundaramoorthy et al., 2017; van Hoof et al., 2002) (Figure 1A). The (CGA)_12_ and (AAA)_12_ inserts result in robust threefold and twofold decreases in the GFP/RFP ratio, respectively, compared to the no insert (optimal, OPT) control (Figure 1B). Similar changes are also seen in GFP levels by western blot and in full-length mRNA levels by northern blot (Figure 1—figure supplement 1A). As previously reported, deletion of the exosome auxiliary factor gene *SKI2* stabilized the 5’ decay fragment resulting from endonucleolytic cleavage associated with NGD reporters (Figure 1—figure supplement 1A) (Doma and Parker, 2006). Finally, stalling during the synthesis of the FLAG-His3 fusion protein in the two stalling reporters (NGD-CGA and NGD-AAA) leads to degradation of the nascent peptide (Figure 1—figure supplement 1A, FLAG panel).

We used high-throughput reverse genetic screens and reporter-synthetic genetic array (R-SGA) methods (Fillingham et al., 2009; Tong et al., 2001) to evaluate the effects of overexpressing annotated genes on GFP expression. We began by crossing strains carrying the control (OPT) and the two different no-go decay reporters (NGD-CGA and NGD-AAA) described in Figure 1A into the *S. cerevisiae* overexpression library (Douglas et al., 2012; Giaever et al., 2002; Hu et al., 2007). For each overexpression screen, we isolated diploid strains containing both the overexpression plasmid and our reporter. Selected strains were transferred to galactose-rich plates and the GFP and RFP levels were evaluated by fluorimetry. We plotted the results from the screens individually, comparing Z-scores for the log_2_(GFP/RFP) signals from each NGD reporter strain to Z-scores from the corresponding strain carrying the OPT reporter (Figure 1C–1D). Normalization with RFP intensity was used to eliminate non-specific factors that impact expression of both RFP and GFP.

The overexpression screen revealed a set of candidate genes that modulate GFP levels for the NGD reporters relative to the OPT reporter (Figure 1C–1D and Figure 1—source data 1). Broadly, we see a stronger overlap in candidate overexpression genes among the NGD reporters than for either NGD reporter compared to the OPT reporter (Figure 1—figure supplement 1B). By far, the strongest outlier by Z-score causing reduced GFP expression for both NGD reporters, without affecting the OPT reporter, resulted from overexpression of the gene *CUE2* (Figure 1C–1D). Flow cytometry and northern analysis confirm that NGD-CGA reporter mRNA levels are substantially reduced upon *CUE2* overexpression whereas the control RFP transcript is not affected (Figure 1E and Figure 1—figure supplement 1C).

### *CUE2* domain structure and homology modeling

The domain structure of Cue2 reveals it to be a promising candidate for the missing endonuclease for NGD. Cue2 contains two conserved CUE (coupling of ubiquitin to ER degradation) ubiquitin-binding domains at the N-terminus (Kang et al., 2003), followed by two putative ubiquitin-binding domains (UBA* (ubiquitin-associated domain) and CUE* domain, respectively), and an SMR (small MutS-related) hydrolase domain at the C-terminus (Figure 2A). We performed alignments of the CUE and SMR domains of Cue2 using structure-based alignment tools (Figure 2—figure supplement 1A; Figure 2—figure supplement 1B) and found putative homologs in various kingdoms of life, including the human NEDD4-binding protein 2, N4BP2. While the SMR domain of MutS family enzymes canonically functions as a DNA-nicking hydrolase (Fukui and Kuramitsu, 2011), the SMR domain of SOT1 in plants exhibits RNA endonuclease activity (Zhou et al., 2017). Additionally, SMR domains show structural similarity to bacterial RNase E (Fukui and Kuramitsu, 2011). Alignments of the SMR domains of these and other proteins enabled us to identify conserved residues (Figure 2—figure supplement 1B) some of which are known to be critical for RNA endonuclease activity in the plant enzyme (Zhou et al., 2017).

**Figure 2.**
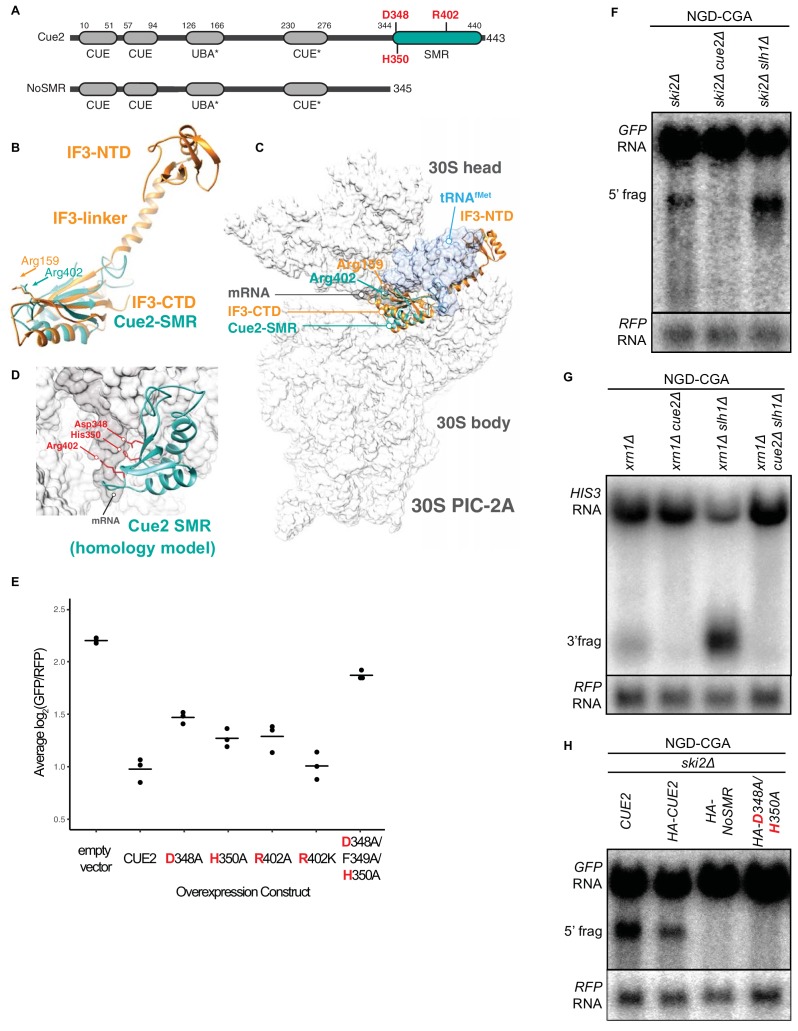
Cue2 domain structure and in vivo characterization of Cue2 in NGD. (**A**) Domain organization of *S. cerevisiae* Cue2, with the ‘NoSMR’ mutant schematic below the WT Cue2. Putative ubiquitin binding domains indicated by asterisks. (**B**) Superimposition of homology model of Cue2-SMR domain (cyan) (templated on human N4BP2-SMR; PDB: 2VKC [Diercks et al., 2008]) on full-length IF3 (orange, PDB: 5LMQ [Hussain et al., 2016]). Positions of Arg-159 of IF3-CTD and Arg-402 of Cue2-SMR are indicated. (**C**) Putative positioning of Cue2-SMR in the context of IF3 and tRNA^fMet^ bound to the small ribosome subunit. 30S PIC-2A (as described in Hussain et al., 2016) is light gray; mRNA is dark gray; tRNA^fMet^ is blue; IF3 is orange; Cue2-SMR is cyan. (**D**) Cue2-SMR homology model in the same orientation as seen in Figure 2—figure supplement 1F showing putative positions of Asp-348, His-350 and Arg-402 with 30S pre-initiation complex (PIC) with tRNA^fMet^ density subtracted (PDB: 5LMQ, State 2A [Hussain et al., 2016]). (**E**) Mutational analysis of the Cue2-SMR domain. Cue2 WT and mutants are all HA tagged at the N-terminus. Three averages for individual sets of log_2_(GFP/RFP) values of flow cytometry experiments for each indicated overexpression construct are shown. p-Values for the mutant *HA-CUE2* as compared to *WT HA-CUE2* are 0.007195, 0.02602, 0.03857, 0.7788, and 0.002127 for D348A, H350A, R402A, R402K, D348A/F349A/H350A, respectively. (**F–G**) Northern blot analysis of the indicated strains, with full-length mRNA and the 5’ (**F**) and 3’ (**G**) fragments labeled; RFP probed for normalization. (**H**) Northern blot analysis of 5’ NGD-CGA cleavage fragments in the *ski2Δ* strain with the indicated mutations made at the endogenous *CUE2* locus; RFP probed for normalization. See Figure 2—figure supplement 1.

**Figure 2—figure supplement 1.**
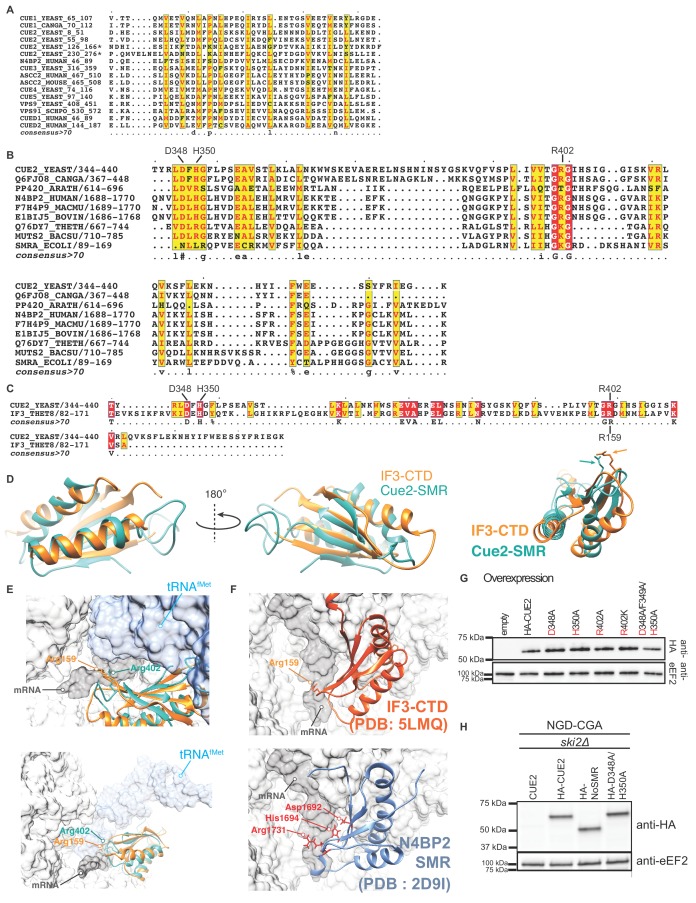
Characterizing Cue2 domains and confirming mutant *in vivo* expression levels. (**A**) Sequence alignment of CUE domains of representative proteins. Conserved residues depicted in red on yellow background. Putative ubiquitin binding domains of Cue2 indicated by asterisks. (**B**) Sequence alignment of SMR domains of representative proteins. Identical residues shown in white on red background; conserved residues shown in red on yellow background. (**C**) Structure-based sequence alignment of the SMR domain of *Saccharomyces cerevisiae* Cue2 (residues 344–440) with the C-terminal domain (CTD) of *Thermus thermophilus* translation initiation factor 3 (IF-3) (residues 82–171). Identical residues depicted in white on red background; conserved residues depicted in red on yellow background. (**D**) Superimposition of the CTD of IF3 (orange, PDB: 1TIG [Biou et al., 1995]) and a homology model of the SMR domain of Cue2 (cyan) showing structural conservation between the two domains. (**E**) Modeling of the Cue2-SMR homology model in the context of IF3 and tRNA^fMet^ bound 30S pre-initiation complex (PIC) (PDB: 5LMQ, State 2A [Hussain et al., 2016], also see Figure 2C–D). Light gray, 30S; dark gray, mRNA; blue, tRNA^fMet^; orange, IF3; cyan, Cue2-SMR. Vignettes show the position of Arg-159 of IF3 near the AUG-start codon at the P site, with the putative position of the catalytic Arg-402 of Cue2-SMR in the vicinity of the mRNA, based on homology modeling. (**F**) Alternate view of IF3-CTD (top panel) bound to 30S pre-initiation complex (PIC) with the tRNA^fMet^ density subtracted (PDB: 5LMQ, State 2A, [Hussain et al., 2016]), and N4BP2 SMR domain (bottom panel) showing putative positions of the corresponding Asp-1692, His-1694 and Arg-1731 residues (PDB: 2D9I [Diercks et al., 2008]). (**G**) Western blot analysis of HA-tagged WT and mutant Cue2 overexpression levels for flow cytometry data in Figure 2E. (**H**) Western blot analysis of HA-tagged endogenous WT and mutant Cue2 levels for northern blot analysis in Figure 2H.

Heuristic searches of the structurally defined SMR domain of the mammalian homolog of Cue2 (N4BP2) (Diercks et al., 2008) against known structures in the Protein Data Bank found it to be structurally homologous to the C-terminal domain (CTD) of bacterial Initiation Factor 3 (Biou et al., 1995) (Figure 2B and Figure 2—figure supplement 1C–D). During initiation in bacteria, IF3 binds to the 30S pre-initiation complex (PIC) and helps position the initiator tRNA at the AUG start codon; the CTD of IF3 binds in close proximity to the P and A sites of the small subunit, closely approaching the mRNA channel (Hussain et al., 2016). We aligned the Cue2-SMR homology model with the structure of the IF3-CTD on the ribosome and observed that conserved residues D348, H350, and R402 are positioned along the mRNA channel in this model (Figure 2C–2D and Figure 2—figure supplement 1E–F) and thus represent potential residues critical for endonucleolytic cleavage activity; additionally, R402 had previously been implicated in the RNA cleavage activity of other SMR domains (Zhou et al., 2017).

### Characterizing roles of *CUE2* in NGD in vivo

We performed several different experiments to ask if these conserved residues are necessary for Cue2 function. First, we generated mutations in HA-tagged Cue2 and performed flow cytometry on the NGD-CGA reporter under overexpression conditions for the different Cue2 variants. We find that individually mutating the conserved residues D348, H350, and R402 to alanine (A) causes a modest increase in GFP expression relative to *CUE2* WT, whereas the R402K mutation (which maintains a positively charged amino acid) has no discernible effect (Figure 2E). Mutating residues 348 through 350, which includes the conserved residues D348 and H350, nearly restores GFP reporter signal in this assay (Figure 2E). Importantly, each of these variants is expressed at similar levels (Figure 2—figure supplement 1G). These data suggest a potential role for residues D348, H350, and R402 in the SMR domain of Cue2 in reducing levels of problematic mRNAs.

We next asked if Cue2 is necessary for the previously documented endonucleolytic cleavage of the NGD reporter transcripts. In order to visualize the mRNA fragments resulting from cleavage, we deleted either the 3’ - 5’ mRNA decay auxiliary factor, *SKI2*, or the major 5’ - 3’ exonuclease, *XRN1*, to stabilize the 5’- and 3’-fragments, respectively (Doma and Parker, 2006) (Figure 2F; lane 1 and Figure 2G; lane 1). Upon deletion of *CUE2* in the appropriate yeast background, we see that both of these decay intermediates disappear (Figure 2F; lane 2 and Figure 2G; lane 2).

In order to further investigate the role of the specific amino acids proposed to be catalytically critical, we modified *CUE2* at its endogenous chromosomal locus. We added an HA tag to allow us to follow native *CUE2* protein levels and generated mutations in *CUE2* in a *ski2Δ* background. As a first test, we deleted the C-terminal portion of *CUE2* comprising the SMR domain and revealed a complete loss of endonucleolytic cleavage (Figure 2H, lane 3). To further refine this analysis, we made combined mutations in *CUE2* at D348 and H350 and observed a complete abolishment of endonucleolytic cleavage activity (Figure 2H, lane 4). Western analysis confirmed that protein expression levels from the CUE2 locus are equivalent for these different protein variants (Figure 2—figure supplement 1H). These data provide strong support for a hydrolytic role for Cue2 in the endonucleolytic cleavage of problematic mRNAs in the NGD pathway.

### Contribution of Cue2 to NGD is increased in specific genetic backgrounds

Surprisingly, deletion of *CUE2* in the WT, *ski2Δ* or *xrn1Δ* background does not demonstrably impact GFP or steady-state full-length mRNA levels (Figure 3A–3B, Figure 2F, or Figure 2G, respectively) suggesting that the endonucleolytic decay pathway is not responsible for the majority of the three-fold loss in mRNA levels observed for this NGD reporter (relative to OPT, Figure 1—figure supplement 1A). However, we see that deleting *XRN1* alone greatly restores NGD-CGA reporter mRNA levels while deleting *SKI2* alone has very little effect (Figure 3A–3B). These results together suggest that the majority of mRNA degradation observed for the NGD-CGA reporter is mediated by canonical decay pathways, mostly through Xrn1.

**Figure 3.**
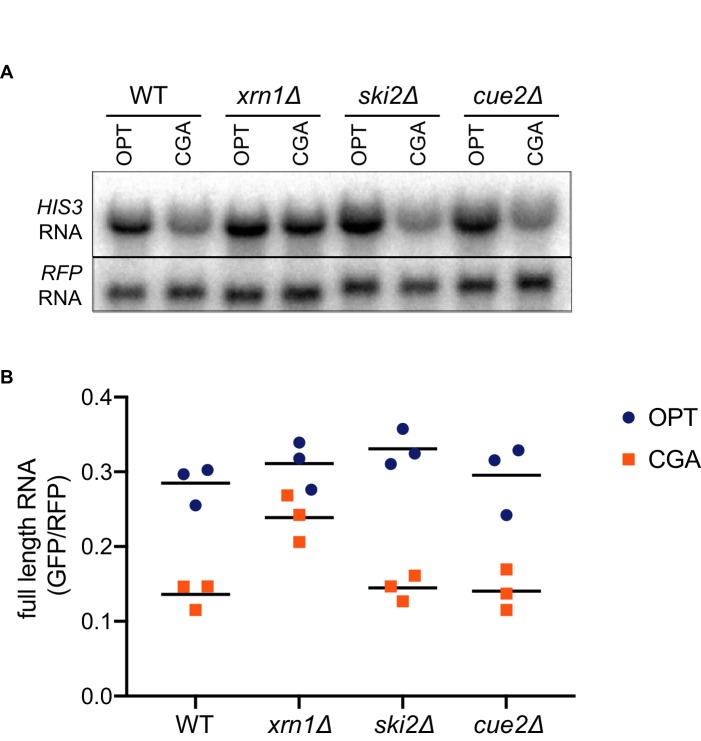
Canonical exonucleolytic decay by Xrn1 is the major contributor to NGD. (**A**) Northern blot analysis of full length OPT and NGD-CGA reporter levels in the indicated strains. (**B**) Quantitated northern blot signals (in triplicate) from full length GFP/RFP mRNA levels for the indicated strains are plotted.

A key insight into the regulation of decay by these distinct mRNA decay pathways (endo- and exonucleolytic) came from examining decay intermediates in strains lacking the factor Slh1. Slh1 is a member of the Ribosome Quality control Trigger (RQT) complex that was previously implicated in regulating NGD (Ikeuchi et al., 2019; Matsuo et al., 2017). This large protein (~200 kDa) is homologous to helicases implicated in RNA decay and splicing including Ski2 and Brr2, respectively (Johnson and Jackson, 2013). Slh1 contains two RecA-like helicase cassettes with DEAD box motifs and a K to R mutation in the first RecA motif disrupts targeting of the nascent peptide on problematic mRNAs to proteolytic decay by the RQC. Based on these observations, Slh1 has been proposed to directly or indirectly dissociate stalled ribosomes via its ATPase activity and to thereby target them for the RQC (Matsuo et al., 2017).

We found that in the *ski2Δ slh1Δ* and *xrn1Δ slh1Δ* strains, we see a sizeable build-up of endonucleolytically cleaved mRNA fragments (Figure 2F; lane 3 and Figure 2G; lane 3). Consistent with the recent study by Ikeuchi et al. (2019), we also see smearing of the signal representative of shorter 5’ and longer 3’ fragments due to additional cleavage events occurring upstream of the primary stall site in the absence of *SLH1*. Importantly, we also observe a robust decrease in full-length mRNA levels upon deletion of *SLH1* (Figure 2F; lane 3 and Figure 2G; lane 3). These data suggest a model wherein Slh1 activity somehow competes with Cue2-mediated endonucleolytic cleavage. To ask whether the increased endonucleolytic cleavage seen in the *SLH1* deletion background is the result of Cue2 activity, we deleted *CUE2* in the *xrn1Δ slh1Δ* background and observed a complete loss of the decay intermediate and a restoration of full-length mRNA levels (Figure 2G; lane 4). These data provide strong evidence that the action of Slh1 negatively regulates the assembly of a potent Cue2 substrate though the molecular mechanism for this regulation is not defined.

### Ribosome profiling provides high-resolution view of Cue2 cleavage sites

We next utilized ribosome profiling to assess the role and specificity of Cue2 in endonucleolytic cleavage of problematic mRNAs. Ribosome profiling was performed in various genetic backgrounds where the NGD-CGA reporter construct was included to follow the process of NGD on a well-defined mRNA substrate. The approach benefits from our ability to distinguish three distinct sizes of ribosome-protected mRNA fragment (RPF) that correspond to three different states of the ribosome during translation. 16 nucleotide (nt) RPFs correspond to ribosomes that have translated to the truncated end of an mRNA in the cell, usually an mRNA that has been endonucleolytically processed; these 16 nt RFPs are enriched in a *dom34Δ* strain since these are established targets for Dom34-mediated ribosome rescue (Arribere and Fire, 2018; Guydosh and Green, 2017; Guydosh and Green, 2014; Guydosh et al., 2017). 21 and 28 nt RPFs are derived from ribosomes on intact mRNA, with the two sizes corresponding to different conformational states of ribosomes in the elongation cycle (Lareau et al., 2014; Wu et al., 2019b). In our modified ribosome profiling library preparation (Wu et al., 2019b) 21 nt RPFs represent classical/decoding ribosomes waiting for the next aminoacyl-tRNA whereas the 28 nt RPFs primarily represent ribosomes in a rotated/pre-translocation state. Throughout this study, we performed ribosome profiling in a *ski2Δ* background to prevent 3’−5’ exonucleolytic degradation by the exosome and enable detection of mRNA decay intermediates. We note that deleting *SKI2* generally stabilizes prematurely polyadenylated and truncated mRNAs in the cell, as seen previously (Tsuboi et al., 2012; van Hoof et al., 2002); therefore, use of this background likely enhanced Cue2 cleavage on these mRNA substrates.

In a first set of experiments, we compare the distributions of RPFs in *ski2Δ* strains to strains additionally lacking *DOM34*, or *DOM34* and *CUE2*; in each case, we separately consider the different RPF sizes (16, 21 and 28, Wu et al., 2019a copy archived at https://github.com/elifesciences-publications/Cue2eLife) to determine the state of the ribosome on these sequences. 

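In the NGD-CGA reporter of these strains, the (CGA)12 tract interrupts *HIS3* downstream of GFP, a 2A sequence and a FLAG tag. In the deposited tables the reporter covers 1586 nt, with an open reading frame of 510 codons from nt 1 to nt 1533, the FLAG sequence at nt 814 to 837 and the tract at nt 1111 to 1146. The tract lies between residues 92 and 93 of the 220 residues of His3, and the 30 nt before it read GGTGACTTGCACATTGACGACCACCACACC. Positions are given on the axis of Figure 4, where 0 is the first nt of the second CGA codon, so that the tract covers -3 to 32. The reporter was integrated at *ADE2* (YOR128C), on chromosome XV of R64 from 564476 to 566191. The deleted genes are *SKI2* (YLR398C, chromosome XII, 915156 to 919019), *DOM34* (YNL001W, chromosome XIV, 627456 to 628616), *CUE2* (YKL090W, chromosome XI, 271878 to 273209), *SLH1* (YGR271W, chromosome VII, 1031791 to 1037694) and *HEL2* (YDR266C, chromosome IV, 1000104 to 1002023). The traces hold reads on the reporter alone, so reads on the deleted genes could not be used to check the strain labels.
The authors pelleted polysomes through a sucrose cushion, digested them with RNase I, isolated monosome RPFs of 15 to 34 nt, aligned reads that map to 1 place in R64 or the reporter, and deposited the reads at each nt scaled to the library (rpm) of the reporter. RPFs of 15 to 17 nt (16 nt RPFs) are placed by their 3′ ends, and RPFs of 20 to 22 nt (21 nt RPFs) and 27 to 32 nt (28 nt RPFs) by the A site. All deposited values (100%) were whole multiples of the value of 1 read, from which the reads behind each value and the depth of each library were recovered. The 15 monosome libraries of 8 strains held between 1261876 and 15416759 reads, with a median of 10636068. The depths were 13763613 reads for the single *ski2Δ* library, 12101621 and 9096523 for *dom34Δ ski2Δ*, 15416759 and 6833028 for *cue2Δ dom34Δ ski2Δ*, and 13542242 and 8993780 for *hel2Δ dom34Δ ski2Δ*. They were 10636068 and 9317090 for *slh1Δ ski2Δ*, 12634641 and 9698106 for *slh1Δ dom34Δ ski2Δ*, 1261876 and 10686133 for *cue2Δ slh1Δ dom34Δ ski2Δ*, and 3179018 and 11739476 for *hel2Δ slh1Δ dom34Δ ski2Δ*. Each strain but *ski2Δ* has 1 library in each of 2 deposited sets, and differences within each set are given beside the pooled ones. The columns of the second *cue2Δ slh1Δ dom34Δ ski2Δ* library name the strain but no sample of their set, and only the 16 nt column was kept, a choice made after the values had been seen. The 21 and 28 nt RPFs of this strain thus come from 1 library. *ski2Δ* has no library in the second set, so differences from *ski2Δ* have a value within the first set only.
RPFs were summed from 300 nt upstream of the tract to its end, the window of Figure 4H (here called the window), and compared as log2(rpm + 1) with two-sided exact permutation tests. With 2 libraries against 2, or 2 against 1, the smallest p such a test can give is 0.333, so no comparison of 2 strains could reach 0.05. The 16 nt RPFs were also compared codon by codon with limma, as log2(rpm + 0.1) in 67 of the 112 windows of 3 nt, those with a mean of at least 0.5 rpm, in 1 fit over all 15 libraries. Shares of reads in single libraries are given with 95% Wilson intervals, which, like the floor of 3 reads, cover counting error only.

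**Figure D1:**
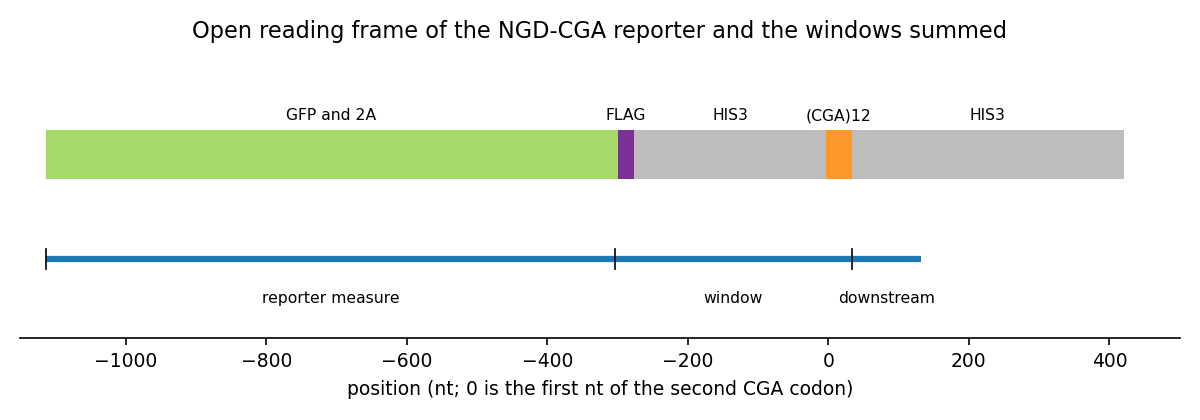
Open reading frame of the NGD-CGA reporter and the stretches over which RPFs were summed, on the axis of Figure 4 (nt). The blue line marks, from left to right, the reporter measure (all positions more than 300 nt upstream of the tract), the window from 300 nt upstream of the tract to its end, and the downstream stretch of 100 nt.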

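In the single *ski2Δ* library, 21 nt RPFs on CGA codons 2 to 5 (0 to 11) summed to 561 rpm, from 7718 reads. These 12 positions held 49.9% of the 21 nt RPFs of the window (95% Wilson interval 49.1 to 50.7%). All 21 nt and 28 nt RPFs of the window together came to 3899 rpm, against 3257 rpm over the longer part of the reporter more than 300 nt upstream.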

In *ski2Δ*, we observe a clear accumulation of ribosome density at the (CGA)_12_ stall site (in the 21 nt RPF track) in our reporter (Figure 4A) consistent with ribosome stalling at this site. Looking first within the actual (CGA)_12_ codon tract, we see a quadruplet of 21 nt RPF peaks from the second to the fifth CGA codon (Figure 4A, middle panel). 

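In *ski2Δ*, the 21 nt RPFs at the second nt of CGA codons 2, 3, 4 and 5 were 60.1 rpm at position 1, 216 rpm at position 4, 58.4 rpm at position 7 and 42.1 rpm at position 10. Position 0, the first nt of codon 2, held 106 rpm.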

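At 14 of the 36 positions of the (CGA)12 tract, between 14 and 28, the 21 nt RPFs were listed at 0 in all 14 monosome libraries with 21 nt RPFs. At each of these 14 positions the 21 nt read that would be placed there occurs more than once in the tract, so the traces cannot show whether ribosomes were present. The disome library of *dom34Δ ski2Δ*, made from RPFs of 40 to 80 nt, held 279879 reads, and a floor of 3 reads came to 10.7 rpm. The authors placed 54 nt RPFs (51 to 54 nt) and 60 nt RPFs (57 to 62 nt) by the A site of the lead ribosome, 47 nt from the 5′ end. Of the 708 such reads with the lead ribosome on CGA codons 2 to 12, 611 lay on codons 2 to 5, or 86.3% (95% Wilson interval 83.6 to 88.6%). Codon 2 held 272 reads, and codons 3, 4 and 5 held 117, 121 and 101. The 97 reads on codons 6 to 12 made up 13.7% (11.4 to 16.4%). The first CGA codon held a further 182 reads, and with it in the denominator the share on codons 2 to 5 was 68.7% (65.5 to 71.6%). Lead ribosomes on the tract accounted for 4.85% (4.55 to 5.17%) of the 18352 disome RPFs of both sizes on the reporter. The disome library has no replicate. In the disome library of *slh1Δ dom34Δ ski2Δ* (457397 reads), 748 of 1035 reads on codons 2 to 12 lay on codons 2 to 5, or 72.3% (69.5 to 74.9%). There the first CGA codon held the most, 656 of 1691 reads on the tract or 38.8% (36.5 to 41.1%), and codons 2 to 5 held 44.2% (41.9 to 46.6%).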

Because of difficulties in mapping monosome reads to repetitive sequences such as (CGA)_12_, we also isolated longer RPFs from a minor (<5% of total reads on reporter) population of stacked disome species (Guydosh and Green, 2014) and show that although some ribosomes move into the subsequent CGA codons, the principal ribosome accumulation occurs between the second and the fifth codon (Figure 4—figure supplement 1). 

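On CGA codons 2 to 5 in *ski2Δ*, 7718 of the 8896 RPFs of 21 and 28 nt were 21 nt RPFs, or 86.8% (95% Wilson interval 86.0 to 87.4%). The 28 nt RPFs there came to 85.6 rpm. The share of 21 nt RPFs was 13.3% (12.7 to 13.9%) at -30 to -19 and 33.3% (32.9 to 33.8%) more than 300 nt upstream. Over all 12 CGA codons the share was 85.0%. There, 14 of the 36 positions list no 21 nt RPFs in any library, so 21 nt RPFs may be undercounted. The loss of 28 nt RPFs in the tract was not examined. Across the other 13 monosome libraries with both sizes, the share of 21 nt RPFs lay between 76.6 and 94.0% on codons 2 to 5 and between 3.47 and 21.8% at -30 to -19.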

While 21 nt RFPs are enriched on CGA codons, 28 nt RPFs are not (Figure 4A, compare middle and bottom panels), indicating that most ribosomes found at the CGA codons are waiting to decode the next aminoacyl-tRNA; these observations are consistent with the fact that CGA codons are poorly decoded (Letzring et al., 2010). The 21 nt RPF quadruplet at the CGA cluster represents the stalled ‘lead’ ribosome in its classical (unrotated) conformation, which is consistent with recent cryo-EM structures of collided ribosomes (Ikeuchi et al., 2019; Juszkiewicz et al., 2018). About 30 nts upstream of these lead ribosomes, we observe the accumulation of 28 nt RPFs that correspond to colliding ribosomes in a rotated state (Figure 4A, bottom panel), also in agreement with the ribosome states recently reported in cryo-EM structures of collided disomes. 

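In *ski2Δ*, 28 nt RPFs at -30 to -19, 30 nt upstream of CGA codons 2 to 5, summed to 782 rpm. The highest positions were -23, with 279 rpm, and -20, with 244 rpm, the second nt of the codons CAC (histidine) and ATT (isoleucine) of *HIS3*. Further upstream, 28 nt RPFs reached 179 rpm at -59 and 135.2 rpm at -89. In *dom34Δ ski2Δ*, the same 12 positions held 853 ± 194 rpm (SD, n = 2) of 28 nt RPFs, with 301 ± 140 rpm at -23 and 173 ± 9.98 rpm at -20.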

In the *dom34Δ ski2Δ* strain (where 16 nt RPFs are stabilized), we observe a strong quadruplet of 16 nt RPF peaks exactly 30 nts upstream of the quadruplet of 21 nt RPFs (Figure 4B), indicative of endonucleolytic cleavage events occurring upstream of the (CGA)_12_–stalled ribosomes. 

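The 16 nt RPFs of *dom34Δ ski2Δ* summed to 595 ± 0.752 rpm (SD, n = 2) over the window, against 199.9 rpm in *ski2Δ* (n = 1). The log2 difference was 1.57, and 1.57 within the first set (two-sided exact permutation test, p = 0.333, the smallest p possible). Of the alternatives tried, counting only -30 to -19 moved it most, to 2.36. The quadruplet comprised -30 (GAC, aspartate) with 151 ± 22.6 rpm, -27 (TTG, leucine) with 73.3 ± 20.4 rpm, -24 (CAC, histidine) with 43.5 ± 3.69 rpm and -21 (ATT, isoleucine) with 22.7 ± 2.31 rpm, each the first nt of its codon (SD, n = 2). In *ski2Δ*, these positions held 1.74, 1.16, 11.7 and 19.1 rpm. The stretch from -30 to -19 held 46.5% (95% Wilson interval 45.4 to 47.7%) of the 16 nt RPFs of the window in replicate 1 and 54.3% (53.0 to 55.7%) in replicate 2. Outside the quadruplet, the highest 16 nt positions shown in Figure 4 were -105, with 41.0 ± 11.8 rpm, and -69, with 35.01 ± 14.2 rpm.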

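To measure the distance between the 16 nt and 21 nt RPFs in *dom34Δ ski2Δ*, the 21 nt rpm at positions 0 to 11 was correlated with the 16 nt rpm at the same positions moved upstream by 15 to 60 nt. The correlation is across 12 positions, which are not independent replicates. It was highest at 34 nt in replicate 1 (r = 0.853) and at 31 nt in replicate 2 (r = 0.926), a mean of 32.5 ± 2.12 nt (SD, n = 2). These shifts bring the 16 nt peak at -30 to the highest 21 nt position, 4 in replicate 1 and 1 in replicate 2. At 58 nt, r was 0.840 and 0.889, so the highest r does not single out 1 distance. At 31 nt, r was 0.672 in replicate 1. At 30 nt, r was -0.101 in replicate 1 and -0.173 in replicate 2. In 3 nt windows in frame with the CGA codons, an alternative chosen after seeing the data that does not separate 30 from 31 nt between these peaks, r at 30 nt was 0.321 and 0.964. On the scale of log2(rpm + 1), both replicates had their highest r at 31 nt. From 16 nt peak to 21 nt peak, -30 to 1, -27 to 4, -24 to 7 and -21 to 10, each distance was 31 nt. The 16 nt peaks lie on the first nt of a codon and the 21 nt peaks on the second. Counted from codon to codon, each distance was thus 30 nt, which r at 30 nt across single positions does not test.

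**Figure D2:**
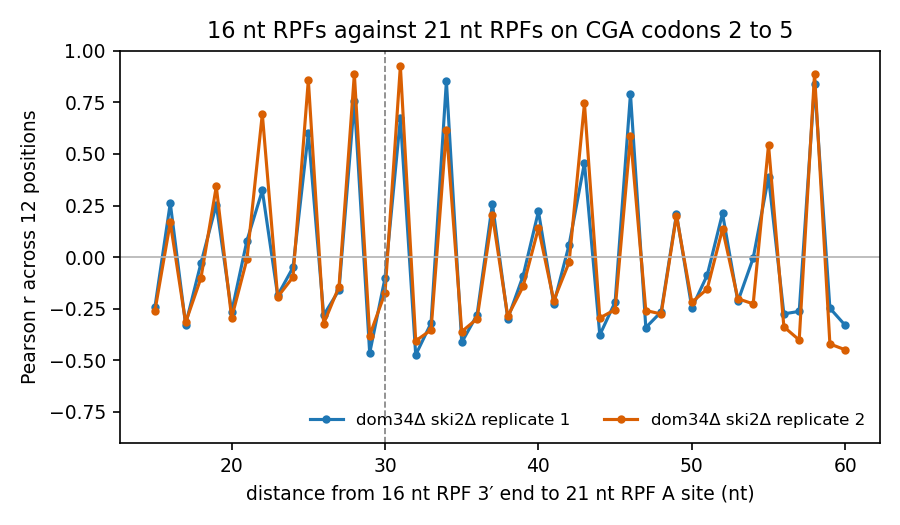
Pearson r across 12 positions between 21 nt RPFs on CGA codons 2 to 5 and 16 nt RPFs at each distance upstream (nt), for both replicates of *dom34Δ ski2Δ*. The r rises every 3 nt, at 28, 31 and 34 nt among others, and lies below 0 at 30 nt, marked by the dashed line. The 16 nt peaks lie on the first nt of a codon and the 21 nt peaks on the second, so 30 nt between codons falls at 31 nt here.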

The precise 30 nt distance between the 16 nt RPFs and the downstream 21 nt RPFs is consistent with the measured distance between the A sites of two colliding ribosomes.

**Figure 4.**
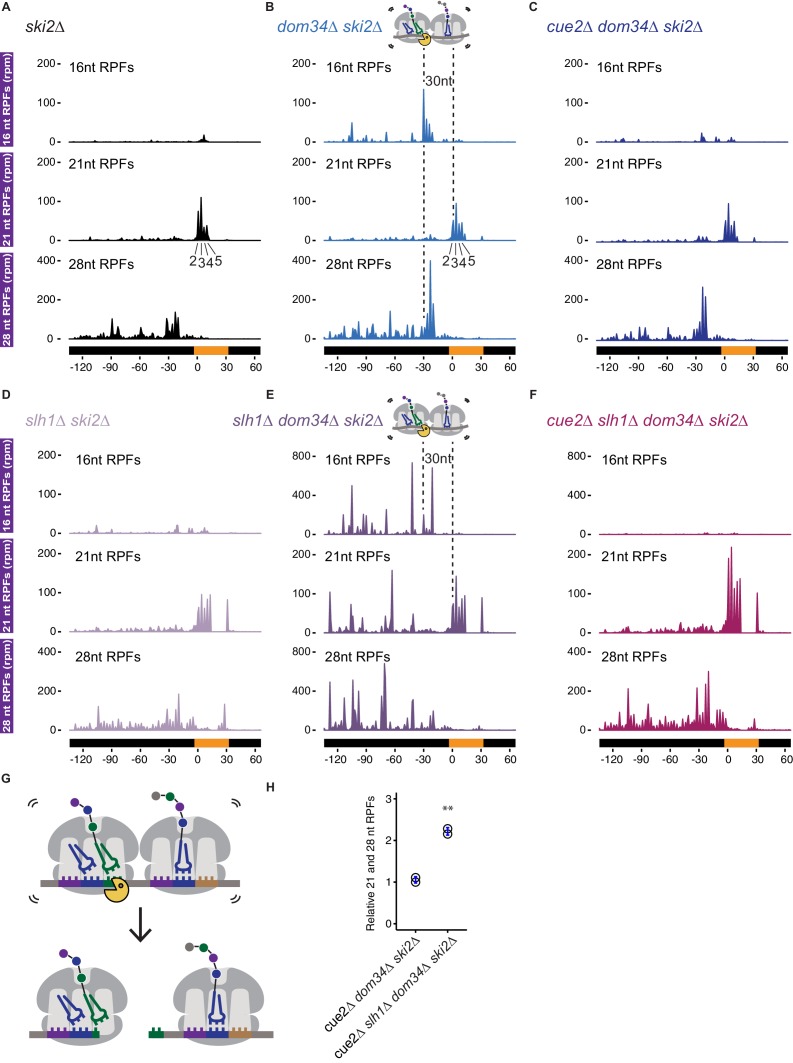
Ribosome profiling analysis of NGD on reporter mRNAs in various genetic backgrounds. (**A–F**) 16, 21 and 28 nt RPFs mapped to NGD-CGA reporter in *ski2∆* (**A**), *dom34∆ ski2∆* (**B**), *cue2∆ dom34∆ ski2∆* (**C**), *slh1∆ ski2∆* (**D**), *slh1∆ dom34∆ ski2∆* (**E**), and *cue2∆ slh1∆ dom34∆ ski2∆* (**F**) strains with schematic depicting Cue2-mediated cleavage in the A sites of collided ribosomes. (**G**) Schematic of the precise Cue2 cleavage location on the mRNA, relative to collided ribosomes. (**H**) Comparison of the combined 21 and 28 nt ribosome occupancies on GFP, from 300 nt upstream of the (CGA)_12_ to the end of the (CGA)_12_ sequence, normalized to RFP for the indicated strains (n = 2). p-value from Student’s t-test is indicated by asterisks. **, p<0.01. See Figure 4—figure supplements 1–2.

**Figure 4—figure supplement 1.**
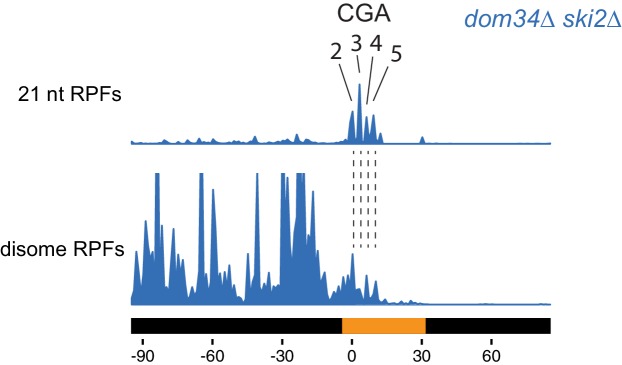
Disome and monosome footprints are consistent in mapping the leading ribosome. Comparison between monosome 21 nt RPFs and disome footprints. Disome footprints show predominant ribosome stall site at the 2^nd^ to 5^th^ CGA codons.

**Figure 4—figure supplement 2.**
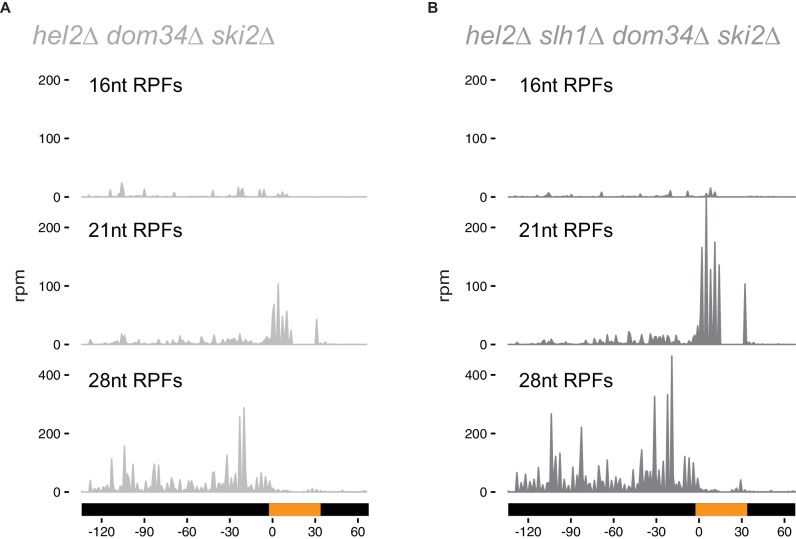
Hel2 is required for endonucleolytic cleavage at stall sites. 16, 21 and 28 nt RPFs on the NGD-CGA reporter from *hel2∆ dom34∆ ski2∆* (**A**) and *hel2∆ slh1∆ dom34∆ ski2∆* (**B**) strains.

To address the role of Cue2 as the endonuclease, we examined the same collection of RPFs in the *cue2Δ dom34Δ ski2Δ* strain. In this background, the 16 nt RPFs indicative of endonucleolytic cleavage are dramatically reduced in abundance while the distributions of 21 and 28 nt RPFs are largely unaffected (Figure 4C). These data argue that endonucleolytic cleavage occurs precisely in the A site of the collided, rotated ribosome and requires Cue2. 

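The 16 nt RPFs of *cue2Δ dom34Δ ski2Δ* summed to 146 ± 54.6 rpm (SD, n = 2). The log2 difference from *dom34Δ ski2Δ* was -2.07, with -1.68 in the first set and -2.46 in the second, and both libraries lay below both *dom34Δ ski2Δ* libraries (two-sided exact permutation test, p = 0.333, the smallest p possible). The replicate number as a block leaves a mean difference of 2 pairs unchanged by arithmetic, here at -2.07 (exact paired permutation test, p = 0.5, the smallest p that 2 pairs allow), and same-numbered libraries deviated from their strain means with r = 0.258 across 3 nt windows. Of the 16 nt RPFs, 32.95 ± 22.4 rpm lay at -30 to -19, compared with 300.1 ± 33.2 rpm in *dom34Δ ski2Δ* (SD, n = 2).
By limma with Benjamini-Hochberg adjustment, 11 of the 67 windows differed, all of them lower without *CUE2*, and with the replicate block 12 differed. The window at -30 had a log2 difference of -5.57 (standard error 0.872, limma, Benjamini-Hochberg adjusted p = 0.000192) and the window at -27 one of -5.22 (standard error 0.767, limma, adjusted p = 0.00017). The windows at -24 and -21 had log2 differences of -1.68 and -1.90 and were not past the threshold of 0.05 (limma, Benjamini-Hochberg adjusted p = 0.209 and 0.0994). The other 9 changed windows lay between -168 and -37.
The 21 and 28 nt RPFs of the window were 4794 ± 1859 rpm in *cue2Δ dom34Δ ski2Δ* and 4774 ± 219.7 rpm in *dom34Δ ski2Δ* (SD, n = 2). Their log2 difference of -0.05 was smaller than the spread between replicates (two-sided exact permutation test, p = 1), with -0.41 in the first set and 0.31 in the second. Per reporter it was -0.33, with both *cue2Δ dom34Δ ski2Δ* libraries below both *dom34Δ ski2Δ* libraries (two-sided exact permutation test, p = 0.333, the smallest p possible). The block leaves the rpm difference at -0.05 by arithmetic (exact paired permutation test, p = 1), and same-numbered libraries deviated together with r = 0.640. From the fall in 16 nt RPFs without *CUE2* and the largely unaffected 21 and 28 nt RPFs, the paper argues that cleavage takes place in the A site of the collided ribosome and requires Cue2.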

A high-resolution view of the site of cleavage within the A site codon is found in the model in Figure 4G. These observations are broadly consistent with recent RACE analyses (Ikeuchi et al., 2019) and with our structural homology modeling placing Cue2 in the decoding center of the ribosome (Figure 2C and 2D).

Based on our observations that deletion of Slh1 increases utilization of Cue2 for processing of problematic mRNAs, we next examined the distribution of RPFs on the NGD-CGA reporter in yeast strains lacking *SLH1*. In the *slh1Δ ski2Δ* strain, the pattern of RPF distributions is broadly similar to what we observed in the *ski2Δ* strain (Figure 4D compared to 4A): 21 nt RPFs accumulate on the second through fifth CGA codons and 28 nt RPFs accumulate 30 nts behind the lead ribosome; we also see modest accumulation of RPFs downstream of the stalling sequence as previously reported (Figure 4D) (Sitron et al., 2017). 

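In *slh1Δ ski2Δ*, 21 nt RPFs on CGA codons 2 to 5 were 540.0 ± 163 rpm and 28 nt RPFs at -30 to -19 were 607 ± 215 rpm (SD, n = 2). Over the whole window, 21 and 28 nt RPFs were 5893 ± 1031 rpm, a log2 difference from *ski2Δ* of 0.58, and 0.41 within the first set (two-sided exact permutation test, n = 2 against 1, p = 0.333, the smallest p possible). In the 100 nt downstream of the (CGA)12, 21 and 28 nt RPFs were 83.7 ± 11.7 rpm in *slh1Δ ski2Δ* and 7.99 rpm in *ski2Δ*. This log2 difference was 3.23, and 3.09 within the first set (two-sided exact permutation test, p = 0.333), and leaving out the 3 nt next to the tract gave 3.18.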

*SLH1* deletion does not stabilize 16 nt RPFs, and therefore, likely does not act on cleaved Cue2-products (Figure 4D compared to 4A). 

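In *slh1Δ ski2Δ*, 16 nt RPFs came to 195 ± 130.4 rpm (SD, n = 2), 288 rpm in replicate 1 and 103 rpm in replicate 2, on either side of the *ski2Δ* value. The log2 difference from *ski2Δ* was -0.21 (two-sided exact permutation test, p = 1) and within the first set it was 0.52. Expressed per reporter, as a ratio to the 21 and 28 nt RPFs more than 300 nt upstream, it was 0.36 (two-sided exact permutation test, p = 1). The stretch from -30 to -19 held 40.6 ± 29.0 rpm of 16 nt RPFs in *slh1Δ ski2Δ* and 57.4 rpm in *ski2Δ*.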

When we delete *DOM34* in the *slh1Δ ski2Δ* background (*slh1Δ dom34Δ ski2Δ*), we see a dramatic accumulation of 16 nt RPF peaks (again, as a quadruplet, although with an altered relative distribution) behind the lead ribosomes (Figure 4E compared to 4B, top panels, note the larger y-axis scale in Figure 4E and 4F compared to 4B and 4C). These data are consistent with the substantial increase in cleavage we see via northern blot (Figure 2F and 2G) and previous findings that deletion of the RQT complex causes somewhat distinct cleavage events (Ikeuchi et al., 2019). 

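In *slh1Δ dom34Δ ski2Δ*, 16 nt RPFs summed to 5045 ± 119 rpm (SD, n = 2) over the window. This was 8.46 times the value of *dom34Δ ski2Δ*, a log2 difference of 3.08, with 3.06 in the first set and 3.10 in the second (two-sided exact permutation test, p = 0.333, the smallest p possible). The log2 difference from *slh1Δ ski2Δ* was 4.86, with 4.10 in the first set and 5.62 in the second (two-sided exact permutation test, p = 0.333). The replicate number as a block leaves the differences at 3.08 and 4.86 by arithmetic (exact paired permutation test, p = 0.5 for each), and same-numbered libraries deviated together with r = 0.244 and 0.119 across windows. The 16 nt RPFs at -30 to -19 came to 988 ± 54.1 rpm, against 300.1 ± 33.2 rpm in *dom34Δ ski2Δ* (SD, n = 2). There the log2 difference was smaller than over the window, at 1.72 or 3.29 times, with 1.89 in the first set and 1.55 in the second.
The highest 16 nt position was -42 (GAA, glutamate), with 830.4 ± 135.6 rpm, followed by -21 with 680.5 ± 3.53 rpm, -69 (AAG, lysine) with 521 ± 375 rpm, -105 (ATT, isoleucine) with 354 ± 206 rpm and -93 (GAC, aspartate) with 185 ± 30.9 rpm (SD, n = 2). At -30, -27 and -24, 16 nt RPFs were 178 ± 33.7, 55.6 ± 8.60 and 41.2 ± 9.88 rpm. Of the 5 highest positions in this strain and the 5 highest in *dom34Δ ski2Δ*, 2 were shared, -105 and -69.

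**Figure D3:**
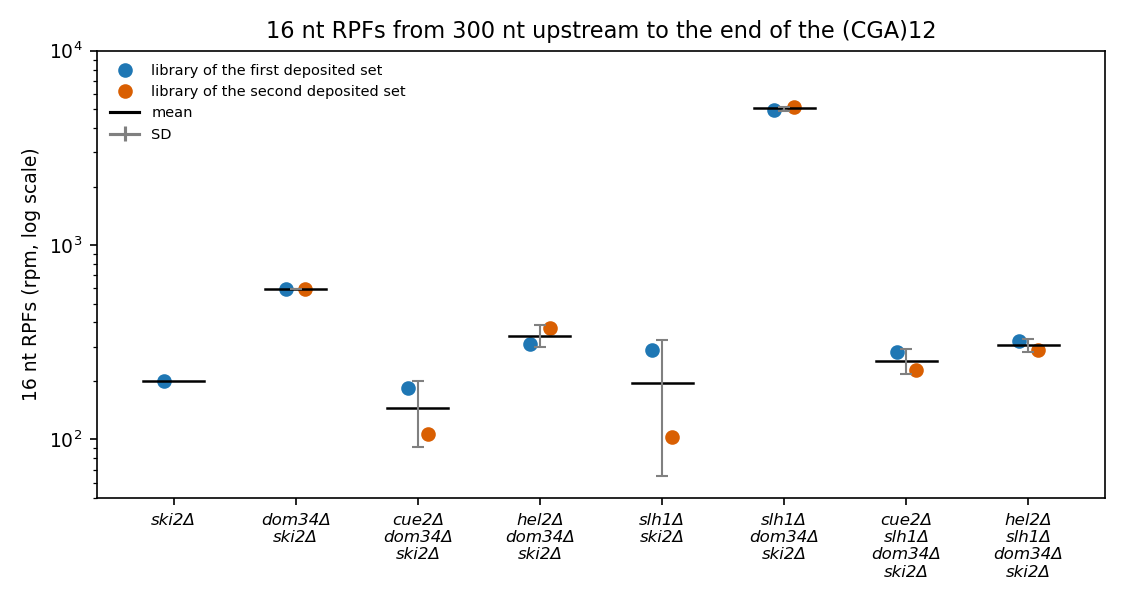
16 nt RPFs from 300 nt upstream of the (CGA)12 to its end (rpm, log scale) in the 8 strains, with a point per library, the mean as a black line and the SD as a grey bar. Both *slh1Δ dom34Δ ski2Δ* libraries lie near 5045 rpm and both *dom34Δ ski2Δ* libraries near 595 rpm, above all libraries of the other strains.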

Importantly, deletion of *CUE2* in the *slh1Δ dom34Δ ski2Δ* background leads to a near complete loss of the 16 nt RPFs (Figure 4F, top panel) and an enrichment of 21 and 28 nt RPFs.

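In *cue2Δ slh1Δ dom34Δ ski2Δ*, 16 nt RPFs summed to 254 ± 37.5 rpm (SD, n = 2), a log2 difference of -4.31 from *slh1Δ dom34Δ ski2Δ*, with -4.14 in the first set and -4.49 in the second (two-sided exact permutation test, p = 0.333, the smallest p possible). The block on the replicate number leaves it at -4.31 by arithmetic (exact paired permutation test, p = 0.5). Since same-numbered libraries had r = -0.182, the crossed pairs were also taken, with differences of -4.19 and -4.44 and the same mean by arithmetic. A remainder of 36.1 ± 22.98 rpm of 16 nt RPFs was left at -30 to -19. By limma with Benjamini-Hochberg adjustment, 52 of 67 windows differed, 51 lower and 1 higher, and 53 differed with the replicate block. The window at -42 changed most, with a log2 difference of -9.54 (standard error 0.864, limma, adjusted p = 1.64e-07). The higher window, at 0 to 2, had a log2 difference of 2.19 (standard error 0.925, limma, adjusted p = 0.0386).
The 21 and 28 nt RPFs of the window were 7221 rpm in the single *cue2Δ slh1Δ dom34Δ ski2Δ* library used for them and 13078 ± 766 rpm in *slh1Δ dom34Δ ski2Δ* (SD, n = 2). Their log2 difference was -0.86, and -0.92 within the first set (two-sided exact permutation test, n = 1 against 2, p = 0.333, the smallest p possible). At the stall, 21 nt RPFs on CGA codons 2 to 5 were 727 rpm with *CUE2* deleted and 549 ± 47.6 rpm with *CUE2* present (SD, n = 2), a log2 difference of 0.41, and 0.50 within the first set (two-sided exact permutation test, n = 1 against 2, p = 0.333). For 28 nt RPFs at -30 to -19, the values were 710.1 rpm and 546 ± 18.5 rpm, a log2 difference of 0.38, and 0.41 within the first set (two-sided exact permutation test, n = 1 against 2, p = 0.333).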

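In *hel2Δ dom34Δ ski2Δ*, 16 nt RPFs summed to 342 ± 44.9 rpm (SD, n = 2). The log2 difference from *dom34Δ ski2Δ* was -0.80, with -0.93 in the first set and -0.67 in the second (two-sided exact permutation test, p = 0.333, the smallest p possible). Blocked on the replicate number it stays at -0.80 by arithmetic (exact paired permutation test, p = 0.5, r = 0.160 between same-numbered libraries). Per reporter it was -0.39. The 16 nt RPFs left at -30 to -19 were 58.4 ± 7.64 rpm, against 57.4 rpm in *ski2Δ* (n = 1). By limma with Benjamini-Hochberg adjustment, 3 of 67 windows differed, with or without the replicate block. The windows at -30 and -27 had log2 differences of -5.79 and -4.96 (standard errors 0.872 and 0.767, limma, adjusted p = 0.000166 for each), and the window at -222 rose by 3.56 (standard error 0.992, limma, adjusted p = 0.0477).
In *hel2Δ slh1Δ dom34Δ ski2Δ*, the 16 nt RPFs summed to 305 ± 22.3 rpm (SD, n = 2). The log2 difference from *slh1Δ dom34Δ ski2Δ* was -4.05, with -3.95 in the first set and -4.15 in the second (two-sided exact permutation test, p = 0.333). The block on the replicate number leaves it at -4.05 by arithmetic (exact paired permutation test, p = 0.5, r = -0.130), and the crossed pairs differed by -3.996 and -4.10. At -30 to -19 alone 32.3 ± 17.1 rpm of 16 nt RPFs were left, and 51 of 67 windows were lower (limma, Benjamini-Hochberg adjusted), 50 with the replicate block. Over both backgrounds together, the 8 libraries without *CUE2* or *HEL2* lay 2.81 below the 4 libraries with both genes on the log2 scale, a difference of -2.81 (two-sided exact permutation test stratified by background, 225 arrangements, p = 0.00444, the smallest p possible). The difference was -1.44 with *SLH1* present and -4.18 without it, and within the replicate block, which leaves the pooled difference unchanged by arithmetic, the exact permutation p was 0.0123.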

Lastly, consistent with earlier studies showing that endonucleolytic cleavage events associated with NGD depend on the E3 ligase Hel2 (Ikeuchi et al., 2019), we show that deletion of *HEL2* in both *dom34Δ ski2Δ* and *slh1Δ dom34Δ ski2Δ* backgrounds leads to a complete loss of 16 nt RPFs (Figure 4—figure supplement 2A and f, respectively).

### In vitro reconstitution of Cue2 cleavage on isolated colliding ribosomes

To test if Cue2 cleaves mRNA directly, we performed in vitro cleavage assays with the heterologously expressed SMR domain (and R402A mutant) of Cue2 and purified colliding ribosomes. To isolate the colliding ribosomes, cell-wide ribosome collision events were induced using low-dose cycloheximide treatment of growing yeast (Simms et al., 2017b). We both optimized the yield and ensured that the purified Cue2-SMR domain was the only source of Cue2 in our experiment by isolating ribosomes from the *cue2Δ* *slh1Δ dom34Δ ski2Δ* strain; these cells also carried and expressed the NGD-CGA reporter. Since collided ribosomes are resistant to general nucleases (Juszkiewicz et al., 2018), MNase digestion of lysates collapses elongating ribosomes from polysomes to monosomes but spares those with closely packed (nuclease resistant) ribosomes (Figure 5—figure supplement 1). As anticipated, only cells treated with low doses of cycloheximide yielded a substantial population of nuclease resistant, or collided ribosomes after MNase digestion (Figure 5—figure supplement 1, black trace). We isolated nuclease-resistant trisomes from a sucrose gradient to serve as the substrate for our in vitro reconstituted cleavage experiment.

We purified the isolated SMR domain of Cue2 based on our in vivo evidence that this domain represents the functional endonuclease portion of the protein. We added the purified SMR domain of Cue2 to the isolated nuclease-resistant trisomes and resolved the products of the reaction on a sucrose gradient that optimally resolves trisomes from monosomes and disomes. While we initially isolated trisomes, it is clear that the ‘untreated’ sample (black trace) contains trisomes, as well as disomes and monosomes; this may be the result of cross-contamination of those peaks during purification or the instability of the trisome complex. Nevertheless, on addition of Cue2-SMR (WT) (pink trace), we observe a substantial loss of trisomes and a corresponding increase in monosomes and disomes (Figure 5A), while on addition of the Cue2 SMR-R402A mutant (orange trace), we observe a more modest decrease in trisomes (Figure 5A). These results provide initial in vitro evidence that the SMR (hydrolase) domain of Cue2 cleaves the mRNA within a stack of colliding ribosomes.

**Figure 5.**
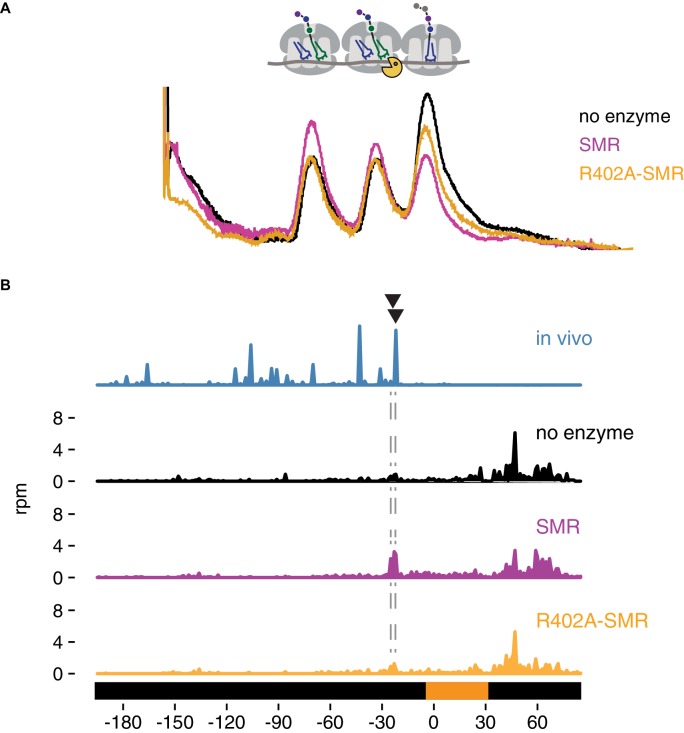
In vitro cleavage of colliding ribosomes by purified Cue2-SMR. (**A**) Absorbance at 260 nm (y-axis) for sucrose gradient of nuclease resistant trisomes treated with no enzyme (black), the SMR domain of Cue2 (pink), or the SMR-R402A mutant Cue2 (orange). (**B**) In vivo 16 nt RPFs from the *slh1∆ dom34∆ ski2∆* strain (cyan) aligned relative to the 60–65 nt RPFs from the combined fractions (mono-, di- and trisomes) treated with no enzyme (black), SMR domain (pink), or R402-SMR (orange) in vitro. Arrowheads indicate the positions where the in vitro and the in vivo cleavages coincide. See Figure 5—figure supplement 1.

**Figure 5—figure supplement 1.**
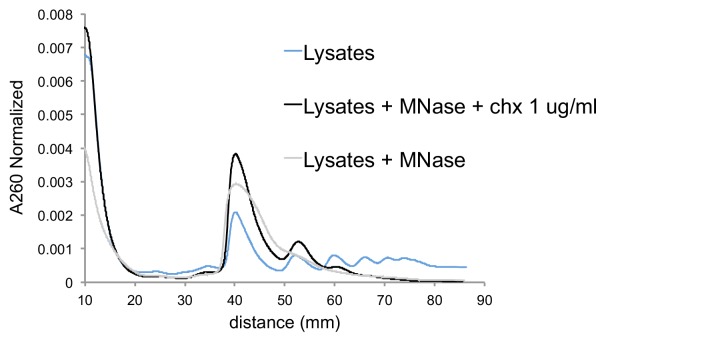
Cycloheximide-induced cells give MNase-resistant trisome peak. Sucrose gradients of undigested lysates from cells with low-dose cycloheximide treatment (blue), MNase digested lysates from cells with no drug treatment (gray), and MNase digested lysates from cells with low-dose cycloheximide treatment (black). A260s are normalized to area under the curve, excluding mRNPs.

To extend these observations, we mapped more precisely the in vitro cleavage sites of the SMR domain by sequencing the ribosome-protected mRNA fragments from the untreated and SMR-treated samples. Because the strain used to prepare the cycloheximide-induced colliding ribosomes also expressed the NGD-CGA reporter, we anticipated that within our population of bulk colliding ribosomes would be a sub-population of colliding ribosomes on our reporter, also subject to cleavage by the recombinant SMR domain. 

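The trisomes came from *cue2Δ slh1Δ dom34Δ ski2Δ* cells, so that the added SMR domain, at 3 µM, was the only source of Cue2. RPFs of 15 to 90 nt were sequenced from 1 library each without enzyme (12432103 reads), with the SMR domain (12593706 reads) and with the SMR-R402A mutant (11723295 reads). The authors deposited, in rpm, the 3′ ends of RPFs of 60 to 65 nt at each nt of the reporter, and 1610, 1485 and 1072 reads on the reporter were recovered from the rpm steps. The 3′ ends at -30 to -19, 30 nt upstream of CGA codons 2 to 5, were expressed as a share of those from 300 nt upstream of the tract to 100 nt downstream of it. With 1 library per treatment there is no replicate check. Fisher's exact test on the reads compares these libraries, not the treatments.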

We performed RNA-seq by standard means from the trisomes treated with or without the Cue2 SMR domain and aligned the 3’ ends of the RNA reads to the reporter sequence. In the sample treated with the wild-type Cue2-SMR domain, we see a striking accumulation of 3’ fragment ends that maps precisely where the strong cleavage sites were reported (in the A site of the colliding ribosome) in the ribosome profiling data for the same strain (*slh1Δ dom34Δ sk2iΔ*); reassuringly, these cleavage events are not seen in the sequencing data for the Cue2 SMR-R402A mutant or for the no enzyme control (Figure 5B). 

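With the SMR domain, 131 of 1030 3′ ends lay at -30 to -19, or 12.7% (95% Wilson interval 10.8 to 14.9%). Without enzyme, 45 of 909 lay there, or 4.95% (3.72 to 6.56%), and with SMR-R402A, 54 of 755, or 7.15% (5.52 to 9.22%). The SMR library exceeded the library without enzyme by 7.77 percentage points (two-sided Fisher's exact test, p = 1.71e-09) and the SMR-R402A library by 5.57 percentage points (two-sided Fisher's exact test, p = 0.00015). SMR-R402A exceeded no enzyme by 2.20 percentage points (two-sided Fisher's exact test, p = 0.0615). In rpm, this stretch held 10.4 rpm with SMR, 3.62 rpm without enzyme and 4.61 rpm with SMR-R402A. At the narrower stretch of -26 to -21, the shares were 11.5% with SMR, 4.07% without enzyme and 5.17% with SMR-R402A. The 3 highest positions upstream of the tract in the SMR library were -22, with 41 reads, -21, with 37 reads, and -24, with 30 reads. The library without enzyme held 10, 11 and 8 reads at these positions and the SMR-R402A library 15, 7 and 11. At -42, where 16 nt RPFs were highest in *slh1Δ dom34Δ ski2Δ*, 5 reads ended with SMR, 4 without enzyme and 4 with SMR-R402A. The libraries also differed downstream of the tract, in 2 stretches chosen after the data were seen. At 33 to 54, the SMR share differed by -13.1 percentage points from no enzyme and by -17.9 from SMR-R402A (two-sided Fisher's exact test, p = 2.1e-11 and 2.09e-17). At 55 to 70, it differed by 5.16 and 11.3 percentage points (two-sided Fisher's exact test, p = 0.00908 and 7.98e-09). From the match between these in vitro ends and ribosome profiling of cells, the paper finds strong support for Cue2 as the endonuclease of NGD.

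**Figure D4:**
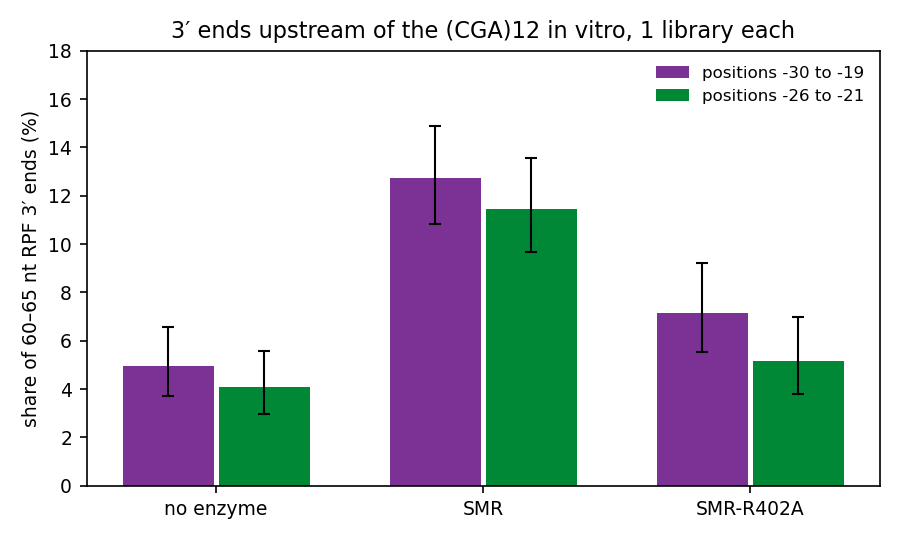
Share of the 60 to 65 nt RPF 3′ ends from 300 nt upstream of the (CGA)12 to 100 nt downstream of it (%) that lie at -30 to -19 and at -26 to -21, in 1 library per treatment, with 95% Wilson intervals as error bars. At -30 to -19, the interval of the SMR library, 10.8 to 14.9%, lies above those of the other two.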

The remarkable agreement between the in vivo-based ribosome profiling data and the in vitro-based cleavage data provides strong support for the identity of Cue2 as the endonuclease involved in NGD.

### Ribosome profiling provides evidence that Slh1 inhibits ribosome accumulation on problematic mRNAs

Our analyses (northern blots and profiling) provide strong evidence that deletion of *SLH1* in yeast results in increased levels of Cue2 cleavage on our NGD-CGA reporter. Multiple molecular mechanisms could be responsible for this outcome. For example, a simple model might involve direct competition on the colliding ribosomes wherein Slh1 binding simply blocks Cue2 from binding to the same site. Another model could be that Slh1 functions to clear colliding ribosomes, dissociating large and small subunits from one another, and thus allowing the released peptidyl-tRNA:60S complex to be targeted for RQC (Matsuo et al., 2017). Lastly, earlier studies have argued that Slh1 functions as a translational repressor, though the dependence of RQC activity on Slh1 function argues against this model (Searfoss et al., 2001).

We used ribosome profiling to directly assess ribosome occupancy on our problematic mRNA sequence as a function of Slh1 activity. As described above, when we compared 16 nt RPF accumulation on the NGD-CGA reporter in a *ski2∆* or *slh1∆ ski2∆* strain (Figure 4A and 4C) we saw no differential accumulation of these RPFs that might be indicative of Slh1 function on ribosomes trapped on truncated mRNAs. However, when we compared RPFs on the uncleaved mRNAs (i.e. the 21 and 28 nt RPFs) in the *cue2Δ dom34Δ ski2∆* and *slh1Δ cue2Δ dom34Δ ski2∆* strains, we observed that *SLH1* deletion results in a substantial build-up of RPFs both at the stalling site (21 nt RPFs) (compare middle panels, Figure 4C and 4F) and upstream (28 nt RPFs) of the stalling site (compare bottom panels, Figure 4C and 4F and quantitation in 4H). These data were normalized to overall mRNA levels and reveal more than a twofold increase in ribosome occupancy when *SLH1* is deleted. These data are consistent with the proposed model that Slh1 prevents the accumulation of colliding ribosomes (Matsuo et al., 2017) thereby limiting the availability of Cue2 substrates.

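Both *slh1Δ ski2Δ* libraries had 16 nt RPFs over the window below the 595 rpm of *dom34Δ ski2Δ*. Among strains that lack both *CUE2* and *DOM34*, the 16 nt RPFs left over the window were higher with *SLH1* deleted than with *SLH1* present. The log2 difference was 0.84, with 0.60 in the first set and 1.08 in the second (two-sided exact permutation test, n = 2 against 2, p = 0.333, the smallest p possible). At -30 to -19 the direction differed between the sets. There 19.8 rpm were left with *SLH1* deleted against 48.8 rpm with it present in the first set, and 52.3 against 17.1 rpm in the second.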

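On CGA codons 2 to 5, 21 nt RPFs were 778 ± 619 rpm in *cue2Δ dom34Δ ski2Δ* (SD, n = 2), 341 rpm in replicate 1 and 1216 rpm in replicate 2, and the 727 rpm of the *cue2Δ slh1Δ dom34Δ ski2Δ* library lay between these values. The log2 difference with loss of *SLH1* was 0.18 (two-sided exact permutation test, n = 1 against 2, p = 1) and 1.09 within the first set. It was thus not larger than the spread between replicates. The 28 nt RPFs at -30 to -19 were 1007 ± 243 rpm in *cue2Δ dom34Δ ski2Δ* (SD, n = 2), and the log2 difference with loss of *SLH1* was -0.48 (two-sided exact permutation test, n = 1 against 2, p = 0.667), with -0.23 within the first set. Per reporter, the 21 nt difference was 0.61 (two-sided exact permutation test, n = 1 against 2, p = 1) and the 28 nt difference -0.05 (two-sided exact permutation test, n = 1 against 2, p = 0.667). Over the whole window, chosen after seeing the data, 28 nt RPFs were 5529 rpm in the *cue2Δ slh1Δ dom34Δ ski2Δ* library and 3591 ± 1150 rpm in *cue2Δ dom34Δ ski2Δ* (SD, n = 2), a log2 difference of 0.66, and 0.99 within the first set (two-sided exact permutation test, n = 1 against 2, p = 0.667). Per reporter, this difference was 1.10, or 2.14 times (two-sided exact permutation test, n = 1 against 2, p = 0.333, the smallest p possible). Downstream of the tract, 21 and 28 nt RPFs were 33.04 ± 0.980 rpm in *cue2Δ dom34Δ ski2Δ* (SD, n = 2) and 174 rpm in *cue2Δ slh1Δ dom34Δ ski2Δ*, a log2 difference of 2.36, and 2.33 within the first set (two-sided exact permutation test, n = 1 against 2, p = 0.333).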

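The authors divided the occupancy of Figure 4H by that of RFP, which the traces do not hold, so the occupancy was taken in rpm and as a ratio to the 21 and 28 nt RPFs more than 300 nt upstream on the same reporter. That part of the reporter measures ribosomes as well as mRNA. Figure 4H had n = 2 in each strain, while here the 21 and 28 nt RPFs of the second *cue2Δ slh1Δ dom34Δ ski2Δ* library were left out. In rpm, the 21 and 28 nt RPFs of the window were 1.57 times as high in *cue2Δ slh1Δ dom34Δ ski2Δ* (n = 1) as in *cue2Δ dom34Δ ski2Δ* (n = 2). The log2 difference was 0.65 (two-sided exact permutation test, n = 1 against 2, p = 0.667, where the smallest p possible is 0.333) and 1.05 within the first set. Per reporter, the ratios were 3.33 (n = 1) and 1.58 ± 0.217 (SD, n = 2), a difference of 2.12 times or 1.08 on the log2 scale (two-sided exact permutation test, n = 1 against 2, p = 0.333). Over the 3 backgrounds in which *SLH1* was deleted without an accumulation of 16 nt RPFs, the 5 libraries without *SLH1* lay 0.75 above the 5 libraries with *SLH1* on the log2 scale (two-sided exact permutation test stratified by background, 54 arrangements, p = 0.037, where the smallest p possible is 0.0185). The difference was 0.58 to 1.03 within each of these backgrounds. In *dom34Δ ski2Δ*, left out of this test, the log2 difference with loss of *SLH1* was 1.45, with 1.56 in the first set and 1.35 in the second. Per reporter, the pooled difference was 0.85 (two-sided exact permutation test stratified by background, p = 0.0185, the smallest p possible). Within the backgrounds it was then 1.16 for *ski2Δ*, 1.08 for *cue2Δ dom34Δ ski2Δ* and only 0.29 for *hel2Δ dom34Δ ski2Δ*. With the replicate block the rpm difference was 0.88 (exact permutation test, 16 arrangements, p = 0.125). These arrangements allow no p under 0.125, so the blocked test could not pass the threshold and cannot decide.

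**Figure D5:**
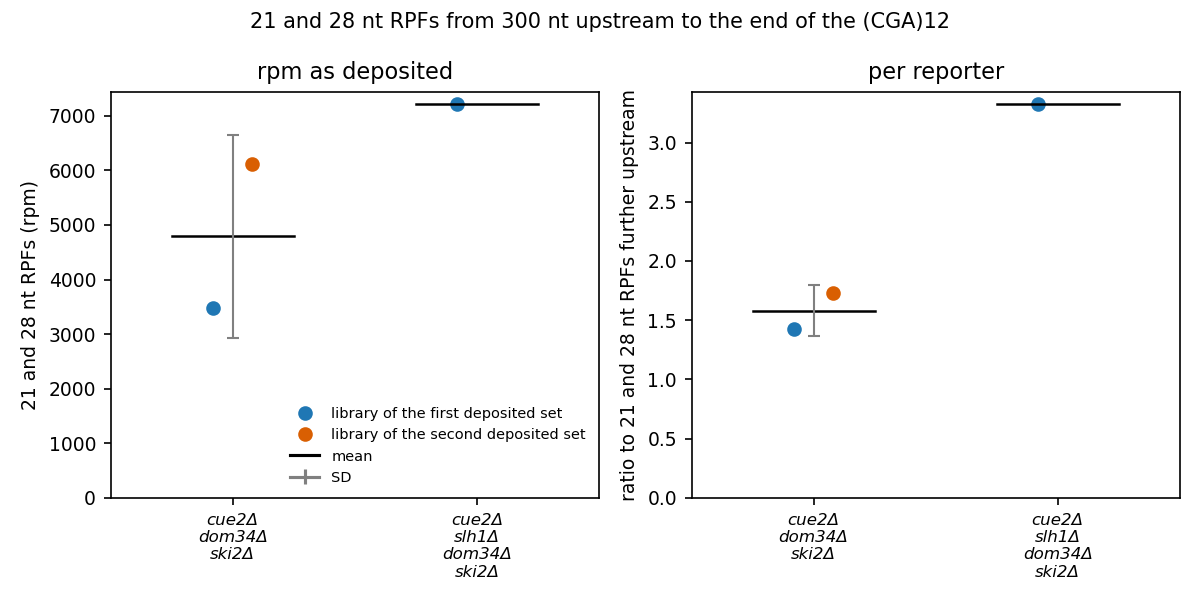
21 and 28 nt RPFs from 300 nt upstream of the (CGA)12 to its end in rpm (left) and as a ratio to the 21 and 28 nt RPFs more than 300 nt upstream (right), with a point per library, the mean as a black line and the SD as a grey bar. The single *cue2Δ slh1Δ dom34Δ ski2Δ* library lies above both *cue2Δ dom34Δ ski2Δ* libraries on each scale, and the SD of *cue2Δ dom34Δ ski2Δ* is 1859 rpm.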

### Genome-wide exploration of endogenous mRNA substrates of Cue2

One possible endogenous target class for Cue2 is the set of prematurely polyadenylated mRNAs (where polyadenylation happens within the ORF) that are commonly generated by aberrant RNA processing events in the nucleus. We looked for such candidates in our data sets by first identifying genes that exhibit evidence of untemplated A’s within the monosome footprint population (i.e. ribosomes that are actively translating prematurely polyadenylated mRNAs) (Figure 6A, pink dots). These candidate genes nicely correlated with those previously identified from 3’ end sequencing approaches (Ozsolak et al., 2010; Pelechano et al., 2013) (e.g. see data for two specific mRNAs *RNA14* and *YAP1* in Figure 6—figure supplement 1A) and from ribosome profiling approaches exploring Dom34 function (Guydosh and Green, 2017). We next identify Cue2-dependent 16 nt RPFs in a *ski2∆ dom34∆* strain (Figure 6A, orange dots) as well as in a *ski2∆ dom34∆ slh1∆* background (Figure 6—figure supplement 1B, orange dots) and see that they are substantially enriched in the prematurely polyadenylated mRNAs (Figure 6A and Figure 6—figure supplement 1B, red dots). We note that in the *ski2∆ dom34∆* background a good fraction (21/55) of the prematurely polyadenylated genes are substantially reduced in 16 nt RPFs upon *CUE2* deletion (Figure 6B). Moreover, we show that for well-defined mRNA targets *RNA14* and *YAP1*, the Cue2-dependent 16 nt RPFs are positioned as anticipated directly upstream of the previously characterized sites of premature polyadenylation (Figure 6C and Figure 6—figure supplement 1C) (Guydosh and Green, 2017; Pelechano et al., 2013). These data support a role for Cue2-mediated endonucleolytic cleavage on such problematic transcripts. Although the SKI complex and the exosome decay NSD substrates (Frischmeyer et al., 2002; van Hoof et al., 2002), Cue2-cleavage may be one mechanism for cells to initiate this decay.

**Figure 6.**
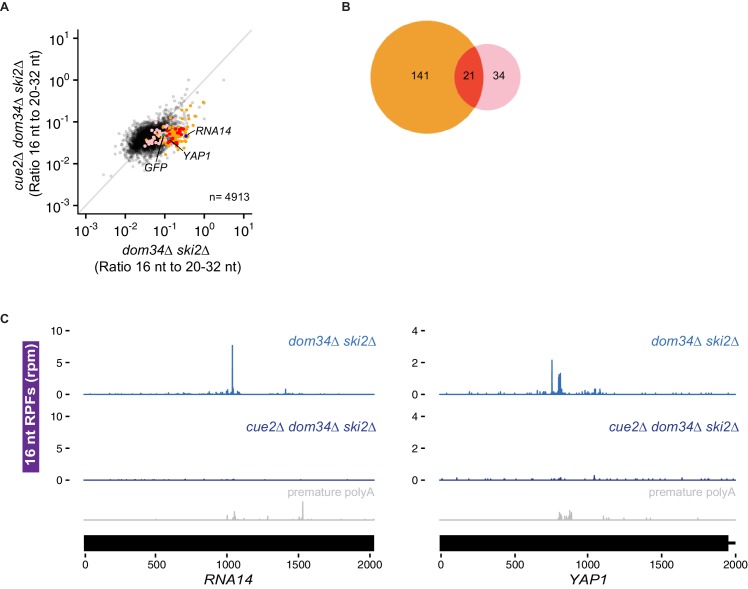
Cue2 targets prematurely polyadenylated mRNAs genome-wide for NGD. (**A**) Ratio of 16 nt over 20–32 nt RPFs plotted in *dom34∆ ski2∆* and *cue2∆ dom34∆ ski2∆* strains. Genes in orange correspond to those with reproducibly decreased 16 nt RPFs upon *CUE2* deletion. Pink dots indicate genes where premature polyadenylation was identified empirically from sequencing data. Red dots indicate the overlap between the pink and orange dots. NGD-CGA reporter, *YAP1* and *RNA14* are labeled and shown in green, blue and purple, respectively. (**B**) Overlap (red) between annotated prematurely polyadenylated genes (pink) and genes on which *CUE2* deletion had a substantial effect on 16 nt RPFs (orange). (**C**) Gene model examples of 16 nt RPFs mapped to genes, *RNA14* (left) and *YAP1* (right), in *dom34∆ ski2∆* and *cue2∆ dom34∆ ski2∆* strains with known premature polyadenylation sites indicated (gray traces; Pelechano et al., 2013). See Figure 6—figure supplement 1.

**Figure 6—figure supplement 1.**
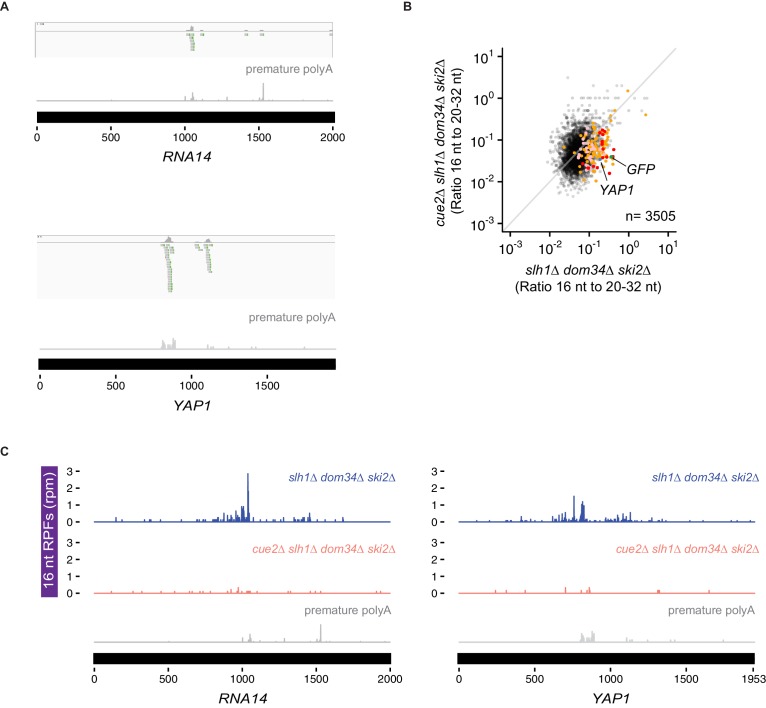
Cue2-dependent 16 nt RPFs on prematurely polyadenylated mRNAs. (**A**) Examples of reads with untemplated A’s on *RNA14* (top) and *YAP1* (bottom). (**B**) Ratio of 16 nt over 20–32 nt RPFs plotted from *slh1∆ dom34∆ ski2∆* and *cue2∆ slh1∆ dom34∆ ski2∆* strains. Genes in orange indicate those with reproducibly decreased 16 nt RPFs upon *CUE2* deletion. Pink dots indicate genes with premature polyadenylation identified empirically. NGD-CGA reporter, *YAP1* and *RNA14* are labeled and shown in green, blue and purple, respectively (**C**) Examples of 16 nt RPFs mapped to genes, *RNA14* (left) and *YAP1* (right) in *slh1∆ dom34∆ ski2∆* and *cue2∆ slh1∆ dom34∆ ski2∆* strains with known premature polyadenylation sites (gray traces, from Pelechano et al., 2013).

## Discussion

Cells have evolved a complex set of mechanisms to recognize and resolve ribosomes stalled on problematic mRNAs and to target the mRNAs for decay. The data presented here identify and characterize Cue2 as the endonuclease critical for NGD in yeast. We demonstrate using a wide range of in vivo and in vitro approaches that Cue2 is necessary and sufficient for cleavage of mRNAs loaded with stalled, colliding ribosomes. Structural homology modeling with the C-terminal domain of IF3 positions the catalytic SMR domain of Cue2 in the A site of the small ribosome subunit (Figure 2C and 2D; Figure 2—figure supplement 1D to 1F). And, according to this model, the conserved amino acids in Cue2 that closely approach mRNA in the A site (Figure 2D; Figure 2—figure supplement 1B and 1C) are indeed critical for efficient endonuclease cleavage activity (Figure 2E and 2H). Although mutating any one of the residues D348, H350, or R402, did not completely abolish Cue2 activity, mutating a combination of these residues or removing the entire SMR domain from the protein had a very strong effect (Figure 2E and 2H). Other studies have argued that the NGD endonuclease leaves a cyclic 3’ phosphate and a 5’ hydroxyl, products that are consistent with Cue2 being a metal independent endonuclease (Navickas et al., 2018). As metal independent RNases typically depend on mechanisms where RNA is contorted to act upon itself, it is often difficult to identify a single essential catalytic residue. Interestingly, N4BP2, the mammalian homolog of Cue2, contains a PNK domain; this kinase activity could be required for the further degradation of the mRNA through Xrn1, which depends on 5’ phosphate groups.

Strong support for the modeling of Cue2 in the A site came from the high-resolution ribosome profiling data establishing that Cue2 cleaves mRNAs precisely in the A site of the ‘colliding’ ribosome (Figure 4). We additionally find by profiling that the lead ribosome is stalled in an unrotated state (21 nt RPFs), unable to effectively accommodate the ICG-tRNA^Arg^ that should normally decode the CGA codon in the A site in concordance with previous studies on problematic codon pairs (Wu et al., 2019b). We also find that the lagging ribosomes are found in a pre-translocation or rotated state (28 nt RPFs). These different conformational states of the colliding ribosomes identified by ribosome profiling correlate with those defined in recent cryo-EM structures of colliding ribosomes (Ikeuchi et al., 2019; Juszkiewicz et al., 2018). We note that our data and existing structures suggest that Cue2 requires partial displacement of the peptidyl-tRNA substrate positioned in the A site of the colliding ribosome in order to access the mRNA. Recent studies identify residues in Rps3 at the mRNA entry tunnel that are required for NGD cleavage consistent with the idea that Cue2 binds within the ribosome mRNA channel to promote cleavage (Simms et al., 2018).

Another structural feature of Cue2 is that it possesses two highly conserved CUE domains at the N-terminus and up to two putative ubiquitin-binding domains prior to the proposed catalytic SMR domain. Endonucleolytic cleavage of problematic mRNAs was previously shown to depend on the function of the E3 ligase Hel2 which ubiquitinates several small subunit ribosome proteins (Ikeuchi et al., 2019) and our ribosome profiling data provides strong support for this model (Figure 4—figure supplement 2). We suspect that the ubiquitin-binding domains of Cue2 might recognize Hel2-ubiquitinated sites on the stacked ribosomes thus allowing recruitment of the SMR domain into the A site of the colliding ribosome. We can imagine that recognition of ubiquitin chains by Cue2 might involve multiple ubiquitinated sites on a single collided ribosome or those found on neighboring ribosomes. These conserved and putative ubiquitin-binding domains might also function within Cue2 itself to inhibit promiscuous activity of the endonuclease in the absence of an appropriate target, a possibility that prompted us to perform in vitro cleavage experiments with the isolated SMR domain of Cue2.

In addition to the identification and characterization of the key endonuclease involved in NGD, our results help to clarify the relative contributions of decay pathways for problematic mRNAs. We show that canonical exonucleolytic processing of problematic mRNAs is the dominant pathway on our NGD-CGA reporter, with the strongest contributions from Xrn1 rather than the exosome (Figure 3). Importantly, we find that the Cue2-mediated endonucleolytic pathway is activated in genetic backgrounds lacking the helicase Slh1 (a member of the previously identified RQT complex) (Figure 2F–2G). These ideas are brought together in the model in Figure 7 that outlines how multiple decay pathways converge to bring about the decay of problematic mRNAs. We anticipate that mRNAs with different problematic features might differentially depend on these pathways as suggested by previous studies (Tsuboi et al., 2012). Importantly, however, our identification of the endonuclease for NGD will allow subsequent studies to better disentangle the distinct contributions from multiple decay machineries in the cell. A challenge moving forward will be to identify how problematic mRNAs with colliding ribosomes signal to decapping factors and Xrn1 to initiate degradation (indicated with question marks in the model in Figure 7).

**Figure 7.**
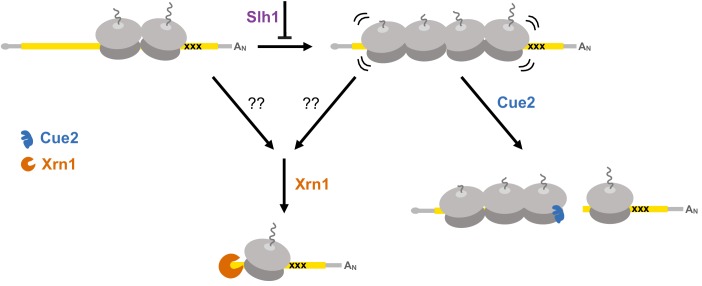
Multiple converging pathways for mRNA decay on NGD substrates. Ribosome stalling triggers decay either by the exonuclease Xrn1 or by the endonuclease Cue2. The relative contributions of these pathways are modulated by the activity of Slh1 (member of the RQT complex). Ribosomes are gray; open reading frame is yellow; ‘xxx’ indicates a stalling sequence in the mRNA.

Our genetic insights also lead us to speculate that under conditions where cells are overwhelmed by colliding ribosome complexes, for example under stressful RNA-damaging conditions (Simms et al., 2014), that the RQT machinery might become limiting and that there will be an increased role for Cue2-mediated endonucleolytic processing. Previous genetic screens reveal increased sensitivity of *CUE2* deletion strains to ribosome-targeted compounds (Alamgir et al., 2010; Mircus et al., 2015). More generally, the strong conservation of Cue2 throughout eukaryotes argues that this endonucleolytic processing pathway plays a fundamental role in biology.

Previous studies provide strong evidence that the activity of the RQT complex is critical in targeting nascent peptides on problematic mRNAs for degradation via the RQC (Matsuo et al., 2017; Sitron et al., 2017) through ribosome rescue events that generate a dissociated 60S-peptidyl-tRNA complex. Our ribosome profiling results indicate that ribosome occupancies on problematic mRNAs increase on deletion of *SLH1* (Figure 4C, 4F and 4H) consistent with the possibility that Slh1 functions directly or indirectly to dissociate ribosomes. The increased Cue2-dependent cleavage (Figure 2F–2G and Figure 4B and 4E) that we observe in *slh1∆* background suggests that an increase in the density of collided ribosomes makes an ideal Cue2 substrate.

Taken together, we suggest that Slh1 and Dom34 may both target collided ribosomes for the RQC, although their specificities may be somewhat distinct. For example, Slh1 may use its helicase function to target ribosomes on intact mRNAs with an accessible 3’ end, while Dom34 targets those ribosomes on truncated mRNAs that are inaccessible to Slh1 activity. In this view, a critical role of Cue2-mediated endonucleolytic cleavage is to provide another pathway for ribosome dissociation that can target nascent peptides for RQC. Previous studies provide strong support for the idea that Dom34 preferentially rescues ribosomes that are trapped on truncated mRNAs (Guydosh and Green, 2014; Shoemaker et al., 2010) and in vitro studies have connected this rescue activity of Dom34 to downstream RQC functions (Shao et al., 2013). These two distinct rescue pathways, one on intact mRNA by the RQT complex (and Slh1) and the other on endonucleolytically cleaved mRNA by Dom34, might provide the cell with redundant means to deal with toxic mRNP intermediates.

Proteotoxic stress is a critical problem for all cells and elaborate quality control systems have evolved to minimize its effects as made clear by the exquisite sensitivity of neurons to defects in these pathways (Bengtson and Joazeiro, 2010; Ishimura et al., 2014). The synergistic contributions of exonucleases and endonucleases that we delineate here for targeting problematic mRNAs for decay are critical for ensuring that proteotoxic stress is minimized. Future studies will delineate the biological targets and conditions in which these systems function.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	GFP primary antibody – mouse monoclonal	Takara	632381	(1:5000)
Antibody	FLAG primary antibody – mouse monoclonal	Sigma	F3165	(1:5000)
Antibody	PGK1 primary antibody – mouse monoclonal	Invitrogen	22C5D8	(1:5000)
Antibody	HA primary antibody – rat monoclonal	Roche	11867423001	(1:5000)
Antibody	eEF2 primary antibody – rabbit polyclonal	Kerafast	ED7002	(1:10000)
Software, algorithm	Rstudio	http://www.rstudio.com/		
Software, algorithm	Graphpad prism	www.graphpad.com		
Software, algorithm	skewer	Jiang et al., 2014	Version 0.2.2	
Software, algorithm	seqtk	https://github.com/lh3/seqtk		
Software, algorithm	STAR	Dobin et al., 2013	STAR_2.5.3a_modified	
Software, algorithm	ImageQuant TL	GE Healthcare Life Sciences	Version 8.1	
Software, algorithm	Spotfinder	Saeed et al., 2003		
Software, algorithm	SGAtools	http://sgatools.ccbr.utoronto.ca/		
Software, algorithm	Custom software	https://github.com/ greenlabjhmi/Cue2eLife	yeast_KD2.gff	Find information on use in Materials and methods section 'Analysis of ribosome profiling data'
Software, algorithm	Custom software	https://github.com/greenlabjhmi/Cue2eLife	StarAlignment_KD2.py	Find information on use in Materials and methods section 'Analysis of ribosome profiling data'
Software, algorithm	Custom software	https://github.com/greenlabjhmi/Cue2eLife	Screen_data_analysis.R	Find information on use in Materials and methods section 'Screen data analysis'
Strains	All strains	Supplementary file 1		
Recombinant DNA reagent	All plasmids	Supplementary file 1		
Sequence based reagent	All primers and oligos	Supplementary file 1		
Peptide, recombinant protein	Cue2-SMR, and Cue2-SMR-R402A	This study		Find information in Materials and methods section – 'Cue2 *E. coli* expression plasmids' and 'Cue2-SMR prep'

### Plasmid construction

#### GFP reporters

The OPT reporter plasmid, or pKD065, was cloned in pECB1806 (Gamble et al., 2016) as follows. Briefly, the *GAL1* promoter, a *GFP-2A-FLAG*, a partially non-optimal *HIS3* and the *ADH1* terminator were introduced in *Spe*I/*Sph*I- digested pECB1806 using Gibson assembly leading to pKD064. The *GAL1* promoter was amplified by PCR using primers KD235 and KD236 and the *ADH1* terminator was PCR amplified using KD239 and KD240 with pECB1806 as template (Supplementary file 1). All PCR products were cleaned using Zymo Research DNA Clean and Concentrator Kit. The *GFP-2A-FLAG* and a partially non-optimal *HIS3* sequence fragment was gene-synthesized by Integrated DNA Technologies (IDT). The partially non-optimal *FLAG-HIS3* in pKD064 was then replaced by a fully optimal sequence of *FLAG-HIS3* from pJC797 (Radhakrishnan et al., 2016) to make pKD065 (Supplementary file 1).

The NGD-AAA and NGD-CGA reporter plasmids (pKD079 and pKD080, respectively) were cloned using pKD065. In brief, a (AAA)x12 or (CGA)x12 codon sequence was inserted 90 codons into the *HIS3* gene of pKD065. The PCR product from (AAA)12 primers (KD281 and KD280) or (CGA)12 primers (KD283 and KD280) with pKD065 template was combined with the PCR product from primers KD287 and KD276 with pKD065 template and *Sal*I/*Sph*1 digested pKD065 and these products were Gibson assembled to produce pKD079 and pKD080 (Supplementary file 1).

#### HA-CUE2 overexpressing plasmid

The CUE2 overexpressing FLEX plasmid (pKD100) was rescued from the yeast FLEX library (Hu et al., 2007; Kainth et al., 2009). A gene block (gKD002) of truncated CUE2 (NoSMR) was inserted into *BamH*I/*Sph*I digested pKD100, to make pKD105. 5’ 3xHA-tagged *CUE2*, and *NoSMR* were PCR amplified using KD414 and KD416 and Gibson assembled with *BamH*I/*Sph*I digested pKD100 to make pKD120 and pKD125, respectively (Supplementary file 1).

#### Site-directed mutagenesis

Using the standard protocol for the QuikChange Lightning Multi Site-Directed Mutagenesis Kit from Agilent Technologies, the indicated mutations in the *HA-CUE2* construct (pKD120) were made to make pKD127, pKD129, pKD131, pKD133, and pKD145 (Supplementary file 1).

#### CRISPR plasmids

BplI digested plasmid pJH2972 (Anand, Memisoglu, and Haber, n.d.) was used in a Gibson reaction with primers KD503, KD505, and KD509 to make plasmids pKD163, pKD165, and pKD169 respectively.

#### Cue2 *E. coli* expression plasmids

PCR products from KD457 and KD338 from plasmids pKD120 and pKD129 were Gibson cloned into BamHI and XhoI digested pSMT3, to make pKD097 and pKD098, respectively.

### Yeast strains and growth conditions

Yeast strains used in this study are described in Supplementary file 1 and are all derivatives of BY4741 unless specified otherwise. Yeast strain construction was performed using standard lithium acetate transformations. Reporters strains were constructed by integrating the various GFP-2A-FLAG-HIS3 cassettes, from *Stu*I digested pKD065, pKD079, and pKD080, into the *ADE2* locus of BY4741 (Supplementary file 1). For SGA experiments, query strains overexpression screens were constructed by introducing the GFP-2A-FLAG-HIS3 cassettes from *Stu*I digested pKD065, pKD079, or pKD080 at the *ADE2* locus in BY4741 (Supplementary file 1).

Deletion strains were constructed by inserting resistance cassettes from Longtine et al. (1998) into the designated loci and genotypes are listed in Supplementary file 1. Note: two different deletion strains were used for *XRN1* deletions in this study. See Supplementary file 1 for genotypes.

HA tag insertions, point mutations, and the SMR deletion were made in yKD143 as described in Anand et al. (2017), using plasmids pKD163, pKD165, and pKD169 and homology directed repair templates.

Recipes for media used in this study are listed in Supplementary file 1.

For gal-induced growths, overnight cultures were grown in YPAGR media, or, for strains with plasmids, overnight cultures were grown in SC/A/GR/-Ura. Overnights were diluted in the same media to an OD of 0.1 and harvested at an OD of 0.4–0.5.

### Flow cytometry

#### Data collection

100 μl of log-phase cells were pelleted and washed once with 1 x PBS. Cells were then resuspended in 500 μl of 1 x PBS and 5000 cells were analyzed with a Millipore guava easyCyte flow cytometer for GFP and RFP detection using 488 nm and 532 nm excitation lasers, respectively.

#### Data analysis

Cells were gated based on size, and random outliers were cut off from graphs for visual purposes (plot values were not changed upon removal of outliers). For all flow cytometry data, violin plots show the density of cells for log_2_(GFP/RFP) values for individual cells. Flow cytometry was done in triplicate, with each group of cells taken from individual growths. For triplicate plots, the average of each individual flow cytometry sample was taken and plotted. Machine settings remained constant between samples.

For statistical analysis of flow cytometry triplicates, a standard t-test was run in R and p-values are reported.

### Northern blots

#### RNA isolation

25 ml of log-phase cells were pelleted and supernatant was poured off. Cells were resuspended in residual media, pelleted again, and flash frozen in liquid nitrogen. Cell pellet was resuspended in buffer with 8.4 mM EDTA, and 60 mM NaOAc. 20% SDS was added to a final concentration of 1.5%. Cell solution was warmed at 65°C for 2 min and added to acid phenol at 65°C. Phenol/cell solution was shaken at 1100 rpm at 65°C for 10–20 min with intermittent vortexing. Samples were put on ice for 5 min then spun at 16 krpm. The aqueous layer was removed and added to an equal volume of phenol, and samples were vortexed again. Samples were spun at 16 krpm again, the aqueous layer was removed and added to an equal volume of chloroform, and samples were vortexed. Lastly, samples were spun again at 16 krpm, the aqueous layer was removed and precipitated in NaOAc and isopropanol. The RNA pellet was resuspended in 10 mM Tris-HCl, pH 8.0.

#### Northern blot

Between 5 and 10 μg of RNA were loaded into a 1.2% agarose, formaldehyde denaturing gel and run for 2–2.5 hr at 125 volts (for any given gel, the same amount of RNA was loaded for each sample, but this varied from gel to gel). The RNA was vacuum transferred to a nitrocellulose (N + Hbond, Amersham) membrane in 10 x SSC buffer. The RNA was then UV crosslinked to the membrane and placed in pre-hybridization buffer and rotated at 42°C. The indicated PNK-end labeled probe was added to the pre-hybridization buffer at 42°C after 30 min (Supplementary file 1). The membrane was probed overnight, rotating at 42°C. The membrane was washed 3 times in 2 x SSC, 0.1% SDS for 20 min at 30°C, then exposed to a phosphoscreen. The phosphoscreen was scanned using a Typhoon FLA 9500.

#### End-labeled DNA probe

This indicated DNA-oligo listed in Supplementary file 1 was end labeled using gamma-ATP and the standard T4 Polynucleotide Kinase radioactive labeling protocol from NEB. The labeled oligo was purified using GE Healthcare illustra ProbeQuant G-50 Micro Columns.

### Western blots

#### Protein isolation

2 OD units of log-phase cells were pelleted and supernatant was poured off. Cells were resuspended in residual media, pelleted again, and flash frozen in liquid nitrogen. Pellets were resuspended in 200 μl lysis buffer containing 20 mM Tris-HCl, pH 8.0, 140 mM KCl, 5 mM MgCl2, 1% triton, 1 mM DTT, Roche cOmplete protease inhibitor tablet, and PMSF, pepstatin, and leupeptin protease inhibitors. The volume of cell solution was approximately doubled using acid-washed glass beads and cells were mechanically lysed using bead beater 1 min on, 1 min off, for three cycles. 6x SDS loading dye was added to the lysis solution at 2x and samples were boiled for 5 min.

#### Western blot

Equal volumes of lysate were loaded for each sample onto 4–12% Criterion XT Bis-Tris protein gels in 1x XT MES buffer. Protein was transferred to PVDF membrane via turbo blot. Membranes were then placed in 2.5% milk, 1x TBST blocking solution for 1 hr. Primary antibody was used in 1x TBST at either 1:50,000 for anti-eEF2 (Kerafast, rabbit), or 1:5000 for anti-PGK1 (Invitrogen, mouse), anti-HA (Roche, rat), anti-FLAG (Sigma, mouse), and anti-GFP (Takara, mouse) and incubated on a rotator overnight at 4°C. Membranes were washed in 1x TBST three times, 10 min each. The corresponding HRP-conjugated secondary antibody was added to the membrane at 1:5000 in 1x TBST and incubated for 1–2 hr. Membranes were washed three times for 10 min each. Pico solution (details) was added to membranes for approximately 3 min and then membranes were scanned using a G:BOX Chemi XX6 (Syngene) with varying exposure times.

### Reporter-SGA screens

#### SGA procedure

SGA screens were performed using a Biomatrix Robot (S and P Robotics Inc) with a few modifications (Tong and Boone, 2006). Briefly, yKD131, yKD132, yKD133 query strains (Supplementary file 1) were crossed individually with the FLEX collection (Douglas et al., 2012; Hu et al., 2007). The FLEX library was arrayed in a 1536-format containing four colonies for each overexpression strain. Mating steps were performed on standard SGA media (Tong and Boone, 2006).

For the overexpression screen, diploid strains were selected on OEDIP media listed in Supplementary file 1. Sporulation and haploid double mutant selection steps were not performed in this screen.

To induce reporter expression and FLEX gene overexpression, cells were pinned onto the same medium (OEDIP), with the exception that glucose was replaced by raffinose and galactose at a final concentration of 2% (OEDIPGR media listed in Supplementary file 1). Cells were grown for 40–46 hr for the overexpression screen before scanning on a Typhoon FLA9500 (GE Healthcare) fluorescence scanner equipped with 488 nm and 532 nm excitation lasers and 520/40 and 610/30 emission filters. Plates were also photographed using a robotic system developed by S and P Robotics Inc in order to determine colony size.

#### Screen data analysis

GFP and RFP fluorescent intensity data was collected using the microarray software, TIGR Spotfinder (Saeed et al., 2003). Colony size data was aquired using SGATools (Wagih et al., 2013) (http://sgatools.ccbr.utoronto.ca/). Subsequent data analysis was performed as previously described (Hendry et al., 2015; Kainth et al., 2009). In brief, border strains and size outliers (<1500 or>6000 pixels) were eliminated, and median GFP and RFP values were taken for the remaining strains. Log_2_(mean GFP/mean RFP) values were then calculated and LOESS normalized for each plate. Finally, Z-scores for each individual plate were calculated based on the LOESS normalized log_2_(mean GFP/mean RFP). Strains for the AAA or CGA reporters with Z-scores greater than 2.5 or less than −2.5 were considered as hits if their Z-score in the OPT reporter was unaffected (i.e had a Z-score between −2.5 and 2.5). For subsequent experiments, hits were reconstructed in the background strain yKD133 as described above and all experiments were performed with the reconstructed strains.

#### Venn diagrams

Overexpression screen strains with a Z-score greater than 2.5 or less than −2.5 were considered candidate genes and analyzed for overlap using BioVenn (http://www.biovenn.nl/) to produce the diagrams.

### Cue2-SMR prep

The SMR and the R402A-SMR constructs, pKD097 and pKD098, respectively, were expressed in RIPL BL21 *E. coli* strain using Kan resistance and inducing at OD = 0.4, at 18°C with IPTG at 0.5 mM overnight. Cells were harvested by centrifugation and then flash frozen in liquid nitrogen. Pellets were then resuspended in protein prep lysis buffer [25 mM Tris-Cl pH 7.5, 500 mM KCl, 1 mM MgCl2, 5 mM bMe, 10% glycerol]+PMSF, leupeptin, pepstatin, and Roche cOmplete EDTA-free protease inhibitors.

Cells were lysed using the French press, three times, 1100 pressure units. Lysis solution was clarified at 20,000xg for 30 min. Lysate was filtered through a 0.2 um filter and run over HiTrap 5 ml Ni-NTA column. Column was washed for 5 CV in lysis buffer with high salt (1 M KCl) and 20 mM imidazole. Sample was batch eluted using Ni elution buffer [25 mM Tris-Cl pH 7.5, 500 mM KCl, 1 mM MgCl2, 5 mM bMe, 10% glycerol, 500 mM imidazole]. Sample was diluted 10 fold into S column buffer [25 mM Tris-Cl pH 7.5, 200 mM KCl, 5 mM MgCl2, 5 mM bMe, 10% glycerol] and then run on a Resource S column. Sample was washed in S column buffer for 5 CV and then gradient eluted off of S column in S column buffer with 1 M salt. 6xHIS-Sumo tag was cleaved overnight using SUMO protease. And sample was run on an orthogonal Ni column to remove tag. Flow through was collected and concentrated to 40 uM SMR, and 20 uM SMR-R402A.

### Isolation of nuclease-resistant trisomes

Grow 1 L of yKD307 in YPAGR to an OD 0.4. For cycloheximide treated cells, added 1 mg/L cycloheximide, grew for 30 min and filter harvested. For untreated cells, immediately filter harvested. Cell pellets were ground with 1 mL lysis buffer [10 mM potassium phosphate (pH 6.1), 140 mM KCl, 5 mM MgCl_2_, 1% Triton X-100, 0.1 mg/mL cycloheximide, 1 mM DTT, Roche cOmplete EDTA-free protease inhibitor, leupeptin, PMSF, pepstatin] in a Spex 6870 freezer mill. Cell lysates were clarified by centrifugation. CaCl2 was added to 200 OD units of clarified lysates to a final concentration of 2.5 mM and the indicated clarified lysates were treated with 20 μl of NEB MNase at 2e^six gel units/ml for 30 min. 4 mM EGTA was added to quench the digestion. Samples were layered on a 15–45% sucrose gradient [10 mM potassium phosphate (pH 6.1), 140 mM KCl, 5 mM MgCl_2_] and spun in SW28 rotor at max speed for 4 hr. Nuclease resistant trisome peak was isolated and diluted two fold in lysis buffer.

### Cleavage of lysates with SMR and analysis

Protein prep buffer, the purified SMR domain of Cue2, and the R402A mutant of the SMR domain of Cue2 were added to separate aliquots of isolated nuclease-resistant trisomes, such that the final concentration of enzyme (for samples with enzyme)=3 µM. Samples were left at room temperature for 2 hr. Next, samples were run on a 15–45% sucrose gradient [10 mM potassium phosphate (pH 6.1), 140 mM KCl, 5 mM MgCl_2_] and the A260 trace is reported. RPFs were extracted from pooled fractions (mono-, di-, and trisomes).

### Sequence alignment

Information from NCBI conserved domain database (Marchler-Bauer et al., 2011), conserved domain architecture retrieval tool (Geer et al., 2002), available structures, and Phyre-based homology modeling (Kelley et al., 2015) was used to define domain boundaries. Structure-based multiple sequence alignments were carried out using Expresso (Armougom et al., 2006), and illustrated with ESPript (Robert and Gouet, 2014). Protein names are indicated, followed by the name of organism, and residues used for alignment. YEAST, *Saccharomyces cerevisiae*; CANGA, *Candida glabrata*; ARATH, *Arabidopsis thaliana*; HUMAN, *Homo sapiens*; MACMU, *Macaca mulatta*; BOVIN, *Bos taurus*; THETH, *Thermus thermophilus*; BACSU, *Bacillus subtilis*; ECOLI, *Escherichia coli*.

### Homology modeling

Homology model of the Cue2 SMR domain templated on human N4BP2 SMR domain (PDB: 2VKC [Diercks et al., 2008]) was generated using Phyre 2.0 (Kelley et al., 2015) and SWISS-MODEL (Waterhouse et al., 2018). After identifying N4BP2 as a Cue2 homolog, a heuristic DALI search was performed using the N4BP2 SMR domain (PDB IDs: 2D9I and 2VKC) as query against structures in the Protein Data Bank (PDB). This exercise, along with templates identified using Phyre 2.0 (Kelley et al., 2015) and SWISS-MODEL (Waterhouse et al., 2018), enabled us to identify structural conservation between the SMR domain of Cue2 and the C-terminal domain (CTD) of translational initiation factor 3 (IF3). This was further validated using structure-based sequence alignments as shown in Figure 2—figure supplement 1B. Structural comparisons and fittings were performed using UCSF Chimera (Goddard et al., 2007; Pettersen et al., 2004). Superimposition of the CTD of IF3 (PDB: 1TIG [Biou et al., 1995]) and the Cue2-SMR homology model revealed structural conservation between the two domains (Figure 2—figure supplement 1C). This enabled superimposition of the Cue2 SMR in the context of full-length *Thermus thermophilus* IF3 (PDB: 5LMQ [Hussain et al., 2016]) (see Figure 2C). This fitting enabled overlay of the Cue2-SMR at the A/P-site in the context of IF3 and tRNA^fMet^-bound 30S pre-initiation complex (PDB: 5LMQ, State 2A [Hussain et al., 2016]) (see Figure 2D and Figure 2—figure supplement 1, D–E). The mRNA and the 30S ribosomal subunit are represented as surfaces to minimize over interpretation (Figure 2D and Figure 2—figure supplement 1, D–E).

### Yeast growth conditions for ribosome profiling

Overnight seed cultures were grown in YPAD at 30°C. To induce NGD-CGA reporter expression, cells were collected by centrifugation, washed, and resuspended in YPAGR. Cells were then harvested at OD ~0.5 by fast filtration and flash frozen in liquid nitrogen.

### Preparation of libraries for yeast ribosome footprints

Cell pellets were ground with 1 mL footprint lysis buffer [20 mM Tris-Cl (pH8.0), 140 mM KCl, 1.5 mM MgCl2, 1% Triton X-100, 0.1 mg/mL cycloheximide, 0.1 mg/mL tigecycline] in a Spex 6870 freezer mill. Lysed cell pellets were diluted to 15 mL in footprint lysis buffer and clarified by centrifugation. The supernatant was layered on a sucrose cushion [20 mM Tris-Cl (pH8.0), 150 mM KCl, 5 mM MgCl2, 0.5 mM DTT, 1M sucrose]. Polysomes were pelleted by centrifugation at 60,000 rpm for 106 min in a Type 70Ti rotor (Beckman Coulter). Ribosome pellets were gently resuspended in 800 µL footprint lysis buffer. 350 µg of isolated polysomes were treated with 500 units of RNaseI (Ambion) for 1 hr at 25˚C. Monosomes or disomes were isolated by sucrose gradients (10–50%). RNA was extracted by hot acid phenol and then size-selected from 15% denaturing PAGE gels, cutting between 15–34 nt for monosome footprints, 40–80 nt for disome footprints, and 15–90 nt for in vitro Cue2 cleavage assays. Library construction was carried out as described (Wu et al., 2019b). Libraries were sequenced on a HiSeq2500 machine at facilities at the Johns Hopkins Institute of Genetic Medicine.

### Analysis of ribosome profiling data

The R64-1-1 S288C reference genome assembly (SacCer3) from the Saccharomyces Genome Database Project was used for yeast genome alignment. For the rest of our libraries, 3’ adapter (NNNNNNCACTCGGGCACCAAGGA) was trimmed, and four random nucleotides included in RT primer (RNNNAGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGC/iSP18/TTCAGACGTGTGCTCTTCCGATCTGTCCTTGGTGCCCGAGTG) were removed from the 5’ end of reads with skewer (54). Trimmed reads were aligned to yeast ribosomal and non-coding RNA sequences using STAR (49) with ‘--outFilterMismatchNoverLmax 0.3’. Unmapped reads were then mapped to genome using the following options ‘--outFilterIntronMotifs RemoveNoncanonicalUnannotated --outFilterMultimapNmax 1 --outFilterMismatchNoverLmax 0.1’. All other analyses were performed using software custom written in Python 2.7 and R 3.3.1.

For monosome footprints, the offset of the A site from the 5’ end of reads was calibrated using start codons of CDS (Wu et al., 2019b). For 28 nt RPFs, offsets (27:[16], 28:[16], 29:[17], 30:[17], 31:[17], 32:[17]) were used to infer the A sites of 27–32 nt reads. For 21 nt RPFs, offsets (20:[16], 21:[17], 22:[17]) were used. For 16 nt RPFs, 3’ ends of 15–17 nt RPFs were used to infer cleavage sites. For 60 nt disome footprints, offsets (57:[47],58:[47],59:[47],60:[47],61:[47],62:[47]) were used to infer the A sites of lead ribosomes. For 54 nt disome footprints, offsets (51:[47],52:[47],53:[47],54:[47]) were used. For 46 nt disome footprints, 3’ends of 44–48 nt RPFs were used to infer cleavage sites. For in vitro cleavage assays, 3’ends of 60–65 nt were used to infer Cue2 SMR cleavage sites. Prematurely polyadenylated mRNAs were identified by monosome footprints (15–34 nt) with the criteria of at least three RPFs of more than one untemplated A’s in the 3’end from both slh1∆ cue2∆ dom34∆ ski2∆ datasets. Cue2 target genes were identified using 15–17 nt RPFs that exhibited reproducible reduction upon Cue2 deletion (adjusted p<0.005, DESeq [Anders and Huber, 2010]).

### Accession number

Raw sequencing data were deposited in the GEO database under the accession number GSE129128.

### Data and materials availability

Raw sequencing data were deposited in the GEO database under the accession number GSE129128.

## Data Availability

Sequencing data have been deposited in NCBI Gene Expression Omnibus under accession code GSE129128. The following dataset was generated: WuCCD'OrazioKNGreenR2019Cue2 and Slh1 define parallel pathways to rescue stalled ribosomesNCBI Gene Expression OmnibusGSE129128

How the deposited data were processed for this re-analysis (not part of the article)

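Ribosome-protected fragments (RPFs) on the NGD-CGA reporter were analysed in 15 monosome libraries of 8 yeast strains, 2 disome libraries and 3 libraries of 60 to 65 nt fragments from trisomes treated in vitro. The authors trimmed the reads with skewer 0.2.2, removed reads of ribosomal and non-coding RNA and mapped the rest to a single place in R64-1-1 and the reporter with STAR 2.5.3a. They deposited 2 tables with the reporter sequence and the RPM (rpm, reads scaled to the total of the library) of each library at each nt, each library on its own. The values are 3′ ends for 16 nt RPFs (15 to 17 nt), 46 nt disome RPFs (44 to 48 nt) and the in vitro fragments. They are A sites for 21 nt RPFs (20 to 22 nt) and 28 nt RPFs (27 to 32 nt), 16 or 17 nt from the 5′ end, and lead A sites for 54 and 60 nt disome RPFs, 47 nt from the 5′ end.

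Columns were given to samples by their names, and 52 value columns were used. The second table has columns for *cue2Δ slh1Δ dom34Δ ski2Δ* whose name carries replicate 3, the number of the library of this strain in the first table, while the remaining sample of the strain is numbered 4. Since the name shows the strain but not the sample, these columns were limited to 1 measure. The 16 nt column, on which most results of the strain rest, was kept as a second library with no number of its own, and the 21 and 28 nt columns were left out. This was decided after the values had been seen in runs that used all of these columns. In those runs the comparison of Figure 4H had 2 libraries against 2, and the rise in 21 and 28 nt RPFs with loss of *SLH1* over 3 backgrounds had a lower p, so leaving them out weakens a result the paper reports. With 3 disome columns of the same strain that match no sample by name, 5 columns of single libraries were not used. One *slh1Δ dom34Δ ski2Δ* sample carries a fragment range of 40 to 80 nt in its labels but no disome suffix, and was used as monosome replicate 2. The 250 empty lines at the end of the second table were dropped.

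Within each library, all deposited values (100%) were whole multiples of the value of 1 read, within a tolerance of 0.1 reads. The value of 1 read was found by least squares over the low values, and gave the reads at each position and the depth of each library, listed in the passages. The depth is the total by which the authors divided. A floor of 3 reads came to between 0.195 and 2.38 rpm in the monosome libraries. Checked for shared reads, the 2 libraries of each of 7 strains differed more than draws from 1 library would, with a chi-square per degree of freedom of 5.28 to 36.2.

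Positions are on the axis of Figure 4, where 0 is the first nt of the second CGA codon. RPFs were summed from 300 nt upstream of the (CGA)12 to its end, at -30 to -19 and over CGA codons 2 to 5. Differences between strains are differences of mean log2(rpm + 1), with two-sided exact permutation tests over the libraries, and tests over several backgrounds permuted libraries within each background. In the 3-nt windows, 16 nt RPFs were compared as log2(rpm + 0.1) with limma 3.58.1 (trend, 1 fit over 15 libraries, Benjamini-Hochberg adjustment, threshold 0.05), for the 67 of 112 windows with a mean of at least 0.5 rpm. Shares of reads in single libraries have Wilson intervals at a confidence of 95% and were compared with Fisher's exact test. Depth-scaled sums are also given per reporter, divided by the 21 and 28 nt RPFs more than 300 nt upstream. The libraries were paired by replicate number, which in each strain follows the deposited set, and for *cue2Δ slh1Δ dom34Δ ski2Δ* by the set. The labels do not say that same-numbered libraries were prepared together. With 2 libraries in each strain, the mean paired difference equals the unpaired one by arithmetic, so the block can change the p but not the difference.

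The positions named are those the paper names, the 5 with the highest mean 16 nt rpm in the part shown in Figure 4 in *dom34Δ ski2Δ* and in *slh1Δ dom34Δ ski2Δ*, and the 3 with the highest rpm upstream of the tract in the SMR library. This rule was set before the data were examined. Position 0, the 28 nt positions -23, -20, -59 and -89, the single peaks of 21 nt RPFs, the window at 0 to 2, the window at -222 and the in vitro stretches 33 to 54 and 55 to 70 fall outside it and were chosen after their values were seen.

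The alternatives were a pseudocount of 0.1 rpm for sums and 1 rpm for windows, values per reporter, other windows, no filter on low windows, only the 2 strains compared, edgeR 4.0.16 (quasi-likelihood) on the recovered reads, the replicate number as a block, and leaving out each library in turn. The closing section gives their effect. The window functions were tested on simulated reads in which windows of 1 strain were changed by 3 to 5 on the log2 scale. There limma called 27 of 29 changed windows (93.1%) and 1 of 38 unchanged ones, edgeR called 28 of 29 (96.6%) and 0 of 38, and neither called a window in a contrast without changes.

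Genes were placed with the R64 reference annotation. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, biopython 1.88, matplotlib 3.10.9 and R 4.3.3 were used. Reads outside the reporter were not analysed here, so occupancies could not be scaled by RFP, and the northern blots, growth assays and other experiments of the paper were not used here.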

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

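Of the tests in this part, those downstream from 63 on, on the *HIS3* sequence upstream and from the end of that stretch to the stop codon were set before their results were seen, and the others were chosen only after the result was seen.

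Ribosomes downstream of the (CGA)12 gave a signal the paper does not report for *hel2Δ dom34Δ ski2Δ*. In the 100 nt downstream, 21 and 28 nt RPFs were 158 ± 49.4 rpm in this strain and 28.8 ± 5.24 rpm in *dom34Δ ski2Δ* (SD, n = 2), a log2 difference of 2.39, with 2.53 in the first set and 2.25 in the second, higher in 2 of 2 libraries (two-sided exact permutation test, p = 0.333, the smallest p possible). A difference in reporter mRNA was tested by dividing by the RPFs more than 300 nt upstream, which left 2.81, and reads of the tract placed just after it by starting at 63, which left 2.37. In the set with the lower value the difference was still 2.25, which goes against a difference between the sets. Reads from *HIS3* sequence outside the reporter were tested on the *HIS3* sequence upstream of the tract, where the difference was 0.91, but ribosomes behind the stall lie there as well and this test cannot decide. The authors kept only reads that map to 1 place, which leaves little room for reads shared with other *HIS3* sequence, though this was not measured. Beyond the 100 nt, up to the stop codon, the difference was 2.87, a value that ribosomes passing the tract more often without Hel2 would give. More read-through without Hel2 may therefore explain the signal, though by the test made here it cannot be told apart from reads of other *HIS3* sequence.

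The disome libraries gave a signal in a size class for which the paper shows no comparison of strains. The 46 nt RPFs made up 36.4% of the 46, 54 and 60 nt disome RPFs of the window in *slh1Δ dom34Δ ski2Δ* and 11.1% in *dom34Δ ski2Δ*, with 1 library each and thus no replicate check. More than 300 nt upstream the shares were 32.3% and 13.1%, a log2 ratio of 1.30 against 1.71 in the window. This part was taken as a control for a difference in fragment size between the libraries, but 16 nt RPFs were higher there as well, at 198.9 rpm against 66.9 rpm in *dom34Δ ski2Δ*, so it is not free of cleavage and this test cannot decide. If 46 nt RPFs were disomes with the lead ribosome at a cleaved 3′ end, their 3′ ends would follow those of 16 nt RPFs at the same position. The correlation of log2(rpm + 1) across positions, which are not independent replicates, was highest at the same position, with r = 0.594 in *slh1Δ dom34Δ ski2Δ* (at most 0.526 at another shift within 15 nt) and 0.530 in *dom34Δ ski2Δ* (at most 0.471). Both explanations remain, and the larger share cannot be told apart from a difference in fragment size.

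The effect of losing *CUE2* or *HEL2* on 16 nt RPFs differed between backgrounds. By limma interaction terms with Benjamini-Hochberg adjustment, the fall with loss of *CUE2* was larger without *SLH1* than with it in 21 of 67 windows (32 at an unadjusted p under 0.05), and the fall with loss of *HEL2* in 41 windows, with none in the other direction. Summed over the window, the difference of the log2 differences was -2.24 for *CUE2* and -3.24 for *HEL2*. Low depth in 2 libraries of the first set was tested with the second set alone, where the values were -2.03 and -3.48. With a pseudocount of 1 rpm, 47 windows differed for *CUE2* (46 lower and 1 higher) and 51 for *HEL2*, which goes against few reads as the whole explanation. By edgeR, 16 differed for *CUE2* (15 lower and 1 higher) and 45 for *HEL2*. Per reporter, 53 differed for *HEL2*, which goes against the amount of reporter as the whole explanation for that gene. For *CUE2*, *cue2Δ slh1Δ dom34Δ ski2Δ* has 1 library per reporter, so no count is given. There the median over the windows was -2.47, against -2.43 in rpm. The count for *CUE2* depends on the filter, since without it 4 of 112 windows differed (42 at an unadjusted p under 0.05), while 38 differed for *HEL2*. As a hypothesis, cleavage that needs Cue2 and Hel2 may leave more 16 nt RPFs where Slh1 is absent. A fall to the same level from different starting levels was tested with the 16 nt RPFs left. The starting levels differed by 3.08 on the log2 scale and the levels left by 0.84 for *CUE2* and -0.16 for *HEL2*. Against *ski2Δ*, the levels left were -0.50 and 0.77 with *SLH1* and 0.34 and 0.60 without it, for *CUE2* and *HEL2*. The larger fall thus cannot be told apart from the higher starting level without *SLH1*.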

How the results depend on the processing

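Of 158 alternative values for 25 results, 138 kept the direction and side of the threshold, or moved by less than the spread, 10 were no longer past the threshold, 5 reversed and 5 moved further. Of the 138, 10 are block values that equal the unpaired difference by arithmetic and so show no stability. The 154 alternatives set before the data were examined include all but the crossed pairing (2 results), the 3-nt windows of the spacing and the longer window for 28 nt RPFs, which were chosen after seeing the data. By these measures 16 results were the same under every alternative run for them. The comparisons of 2 strains cannot pass 0.05 at these numbers of libraries, so for them only the direction was tested.

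Per reporter, 16 nt RPFs of *slh1Δ ski2Δ* against *ski2Δ* went from -0.21 to 0.36, and from -0.95 to 0.52 over the 2 fits that each left out a library. The 21 and 28 nt RPFs of *cue2Δ dom34Δ ski2Δ* against *dom34Δ ski2Δ* (-0.05) ranged from -0.46 to 0.36 over 4 such fits, and the 21 nt RPFs on CGA codons 2 to 5 of *cue2Δ slh1Δ dom34Δ ski2Δ* against *cue2Δ dom34Δ ski2Δ* (0.18) from -0.74 to 1.09 over 2. The 28 nt RPFs of the same 2 strains went from -0.48 at -30 to -19 to 0.66 over the window from 300 nt upstream to the end of the tract. The cause was not tested.

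The rise in 21 and 28 nt RPFs with loss of *SLH1* over 3 backgrounds (0.75, exact permutation p = 0.037) was from 0.62 to 0.89 over the 10 fits that each left out a library, and 8 of these were no longer past the threshold, of which 2 leave too few arrangements to pass it. Per reporter the rise was 0.85 (exact permutation p = 0.0185), though only 0.29 within the *hel2Δ dom34Δ ski2Δ* background. In rpm it was 0.68 in the shorter window shown in Figure 4 (exact permutation p = 0.0556). With the replicate number as a block it was 0.88, where 16 arrangements allow no p under 0.125. The direction held in each, and the cause was not tested.

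Other values depended on the positions counted. The 21 nt share in *ski2Δ* was 86.8% on CGA codons 2 to 5 and 85.0% on all 12 codons, where 14 positions list no 21 nt RPFs in any library. The disome share was 86.3% of codons 2 to 12 and 68.7% of codons 1 to 12. The shift of highest r went from 32.5 nt to 40.5 nt in 3-nt windows, a mean of 57 and 24 nt, and does not single out 1 distance. Beyond that, the cause was not tested.

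The number of changed 16 nt windows in *hel2Δ dom34Δ ski2Δ* was 3 of 67 (2 lower and 1 higher), 5 with a pseudocount of 1 rpm (2 lower and 3 higher), 10 when only the 2 strains were fitted (4 lower and 6 higher) and 2 of 112 without the filter (2 lower and 0 higher). With a pseudocount of 1 rpm or only the 2 strains, most of the changed windows were thus higher without *HEL2*. The cause was not tested. Over the alternatives the count was 10 to 15 for *cue2Δ dom34Δ ski2Δ* (11), 45 to 67 for *cue2Δ slh1Δ dom34Δ ski2Δ* (52, with 67 of 112 windows without the filter) and 50 to 56 for *hel2Δ slh1Δ dom34Δ ski2Δ* (51). The window counts have no leave-one-out.

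The fall in 16 nt RPFs with loss of *CUE2* or *HEL2* was from -2.94 to -2.64 over 12 fits that each left out a library, and with the block it stays at -2.81 by arithmetic (81 arrangements, exact permutation p = 0.0123). No paired analysis was possible for comparisons with *ski2Δ* or for 21 and 28 nt RPFs of *cue2Δ slh1Δ dom34Δ ski2Δ* because each has 1 library, nor in vitro because each treatment has 1 library. At 1261876 reads, the first library of *cue2Δ slh1Δ dom34Δ ski2Δ* is the shallowest monosome library, and 21 and 28 nt RPFs of this strain rest on it alone.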

Differences from the paper's values

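In *ski2Δ*, 21 nt RPFs at position 4 were 216 rpm, against the paper's about 110 rpm in Fig. 4A, read by eye, and 28 nt RPFs at -23 were 279 rpm, against the paper's about 140 rpm in Fig. 4A, read by eye. None of the alternatives set before the data were examined applies to a single position of 1 library, so none closed these gaps. Whether Fig. 4A was drawn from this library could not be checked.

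The paper states that ribosome occupancy rose with loss of *SLH1* in the absence of Cue2 by a factor that the rpm values gave as 1.57. Per reporter, an alternative set before the data were examined, the factor was 2.12, and without *cue2Δ dom34Δ ski2Δ* replicate 2 it was 2.07, both at or above the paper's value, while without *cue2Δ dom34Δ ski2Δ* replicate 1 it was 1.18.

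The paper describes a build-up at the stall and upstream of it when *SLH1* is lost as well. The log2 differences were 0.18 for 21 nt RPFs on CGA codons 2 to 5 and -0.48 for 28 nt RPFs at -30 to -19, and per reporter 0.61 and -0.05. Within the first set, the 21 nt difference was 1.09. Over the whole window, chosen after seeing the data, 28 nt RPFs differed by 0.66 and per reporter by 1.10, in the stated direction.

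The paper describes more 21 and 28 nt RPFs after *CUE2* is deleted from *slh1Δ dom34Δ ski2Δ*. Over the window they fell by 0.86 on the log2 scale and per reporter by a difference of -1.09. At the stall and 30 nt upstream the log2 differences were 0.41 and 0.38, and per reporter 0.18 and 0.15, in the stated direction.

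The paper describes loss of 16 nt RPFs with loss of *HEL2* in *dom34Δ ski2Δ*. Over the window, 342 rpm were left of 595 rpm, and at -30 to -19, 58.4 rpm of 300.1 rpm. The single *ski2Δ* library, with *DOM34* present, held 199.9 and 57.4 rpm in these stretches. At -30 and -27, 2.27 and 1.05 rpm were left of 150.9 and 73.3 rpm, near the 2.17 and 0.934 rpm of *cue2Δ dom34Δ ski2Δ*. At -24 and -21, 21.5 and 13.9 rpm were left, against 13.3 and 5.85 rpm in that strain.

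The paper places the 16 nt RPFs a fixed distance upstream of the 21 nt RPFs. From peak to peak the distance was 31 nt, from the first nt of a codon to the second nt of another. Counted from codon to codon it was 30 nt, as the paper states. At a distance of 30 nt the correlation across single positions was -0.101 and -0.173 in the replicates, which does not test the distance between codons. In 3 nt windows, an alternative chosen after seeing the data that does not separate 30 from 31 nt between these peaks, the correlation was 0.321 and 0.964.

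The paper reports that the cleavage seen in vitro with the SMR domain was not seen with the mutant or without enzyme. At -30 to -19, 54 reads ended with SMR-R402A and 45 reads without enzyme, or 7.15% and 4.95% against 12.7% with SMR. These counts do not show whether such ends come from cleavage, so they need not contradict the paper.

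In Fig. 4A, the tallest 16 nt peak of *ski2Δ* lies over the tract, at position 7. The deposited values were 16.5 rpm there and 19.2 rpm at -22.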

Other observations

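Of the tests in this part, those of the ratio without cleavage, of SMR ends against 16 nt RPFs lost with *CUE2*, of the move by 1 nt and of shared 16 nt stretches were set before their results were seen, and the others were chosen only after the result was seen.

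When *CUE2* was deleted from *slh1Δ dom34Δ ski2Δ*, the fall in 28 nt RPFs was uneven along the reporter. If ribosomes queue behind those at cleaved 3′ ends, the log2 ratio of 28 nt RPFs would follow 16 nt RPFs about a ribosome length downstream. In the first set, the only one used for 28 nt RPFs of both strains, r across positions was highest at a shift of 29 nt of 71 tried, at 0.350, with 0.321 at the next best shift of 23 nt. The ratio of *hel2Δ slh1Δ dom34Δ ski2Δ* to *cue2Δ slh1Δ dom34Δ ski2Δ*, without cleavage on either side, gave r = 0.186 at the same shift. Queues behind cleaved ends may contribute, but the pattern cannot be told apart from uneven coverage in the *cue2Δ slh1Δ dom34Δ ski2Δ* library.

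In vitro, the SMR 3′ ends at -30 to -19 lay mostly on 3 of the 12 positions (25%), with 82.4% of them there (95% Wilson interval 75.0 to 88.0%). These positions were chosen for being highest in this library, so its own share is fixed in part by the choice. Without enzyme, 64.4% of the ends lay there (49.8 to 76.8%), and with SMR-R402A 61.1% (47.8 to 73.0%), so the positions are ones where ends are also found without cleavage by SMR. Across the 12 positions, SMR ends minus the ends without enzyme correlated with 16 nt RPFs lost with *CUE2* in cells with r = 0.466 (permutation p = 0.13), which 12 positions cannot tell from 0. With 16 nt RPFs left in *cue2Δ slh1Δ dom34Δ ski2Δ* cells, r was 0.915 (permutation p = 0.00387, 100000 permutations). The choice of these positions by the SMR domain thus cannot be told apart from positions that gather ends without Cue2.

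The 28 nt RPFs of the first libraries of *cue2Δ slh1Δ dom34Δ ski2Δ* and *hel2Δ slh1Δ dom34Δ ski2Δ* lay on the third nt of a codon more often than in the other 12 libraries with this size. Upstream, 33.1% and 30.2% of them lay there, against 13.0 to 17.1% in the others. The second nt was the main one in all of them, with 53.7% and 55.6% in the 2 libraries and 66.1 to 74.6% in the others. Noise at low depth was tested with Wilson intervals, whose lower bound was at least 29.1%, above the highest upper bound of the others, 17.6%. Read ends that differ by 1 nt were tested where a second library has 28 nt RPFs, in *hel2Δ slh1Δ dom34Δ ski2Δ*. A move by 1 nt changed r with it by -0.246, from 0.877 to 0.631. Since most reads share the main frame, moving all of them is likely to lower r either way, and this test cannot decide. The larger share cannot be told apart from read ends that differ by 1 nt in part of the reads, and no biological explanation was tested.

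More than 300 nt upstream, 16 nt RPFs of *slh1Δ dom34Δ ski2Δ* lay mostly in 1 reading frame. Reads of the stall region placed there go against the sequence, since 0 stretches of 16 nt are shared between the parts. In-frame 16 nt RPFs there fell from 154 rpm to 21.8 rpm with loss of *CUE2*, with log2 differences of -2.68 and -2.86 in the 2 sets. Counted in all frames, 16 nt RPFs there fell less, from 198.9 rpm to 66.0 rpm, with log2 differences of -1.25 and -1.99. As a hypothesis, cleavage behind queues that reach this part may contribute. The low depth of the first *cue2Δ slh1Δ dom34Δ ski2Δ* library was tested with the second set, with 9698106 and 10686133 reads, where 78.0% (95% Wilson interval 76.1 to 79.8%) of these 16 nt RPFs lay in the frame with *CUE2* and 41.8% (37.6 to 46.0%) without it, a difference of 36.2 percentage points, which goes against low depth as the cause. Differences in how read ends fall between libraries were not tested.

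The 21 nt RPFs were listed at 0 at 14 of the 36 positions of the tract in all 14 monosome libraries with this size. Reads inside the tract that map to several positions were tested with the sequence. None of the positions at 0 has a unique read, a count of 0, while 16 positions have a repeated one.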
